# The CARF Protein MM_0565 Affects Transcription of the Casposon-Encoded *cas1-solo* Gene in *Methanosarcina mazei* Gö1

**DOI:** 10.3390/biom10081161

**Published:** 2020-08-07

**Authors:** Andrea Ulbricht, Lisa Nickel, Katrin Weidenbach, Herman Vargas Gebauer, Claudia Kießling, Konrad U. Förstner, Ruth A. Schmitz

**Keywords:** methanoarchaea, CRISPR-Cas system, transcriptional regulation, adaptation phase, casposon, *Methanosarcina mazei*

## Abstract

Clustered Regularly Interspaced Short Palindromic Repeat (CRISPR) loci are found in bacterial and archaeal genomes where they provide the molecular machinery for acquisition of immunity against foreign DNA. In addition to the *cas* genes fundamentally required for CRISPR activity, a second class of genes is associated with the CRISPR loci, of which many have no reported function in CRISPR-mediated immunity. Here, we characterize MM_0565 associated to the type I-B CRISPR-locus of *Methanosarcina mazei* Gö1. We show that purified MM_0565 composed of a CRISPR-Cas Associated Rossmann Fold (CARF) and a winged helix-turn-helix domain forms a dimer in solution; in vivo, the dimeric MM_0565 is strongly stabilized under high salt stress. While direct effects on CRISPR-Cas transcription were not detected by genetic approaches, specific binding of MM_0565 to the leader region of both CRISPR-Cas systems was observed by microscale thermophoresis and electromobility shift assays. Moreover, overexpression of MM_0565 strongly induced transcription of the *cas1-solo* gene located in the recently reported casposon, the gene product of which shows high similarity to classical Cas1 proteins. Based on our findings, and taking the absence of the expressed CRISPR locus-encoded Cas1 protein into account, we hypothesize that MM_0565 might modulate the activity of the CRISPR systems on different levels.

## 1. Introduction

In recent years, the CRISPR-Cas (clustered regulatory interspaced short palindromic repeat and CRISPR-associated) system has gained much interest due to its versatile usability for editing of target genomes (reviewed in [1,2,3]). Originally, the CRISPR-Cas system has been identified as a prokaryotic adaptive defense system against foreign nucleic acids like viruses, phages and plasmids and can be found in about one third of bacterial and nearly all archaeal genomes sequenced today [4,5,6,7,8]. A CRISPR locus is composed of CRISPR-associated (*cas*) genes, often organized in an operon, the CRISPR array, with variable numbers of direct repeats interrupted by invasive nucleic acid-derived spacer sequences and a leader sequence in front of it. The CRISPR-Cas function can be divided into three different stages (reviewed in detail, e.g., in [9,10,11]). In the adaptation stage, new spacers get incorporated into the CRISPR array after the attack of foreign nucleic acids. The second stage is the processing stage, with transcription of the CRISPR array as a long precursor CRISPR RNA (pre-crRNA), which is subsequently cleaved by CRISPR endonucleases and further processed into functional small crRNAs. Those crRNAs represent key elements of the CRISPR immunity, since in combination with different Cas proteins, they form the interference complex responsible for the degradation of foreign target DNA or RNA in the interference stage. Since CRISPR-Cas systems function as defense systems against foreign nucleic acids, they are assumed to be highly active in the presence of invading elements. Accordingly, for different prokaryotes, constitutive transcription of crRNAs has been demonstrated [12,13,14,15,16,17,18,19], emphasizing their need of a fast response to a huge variety of different invading elements. However, it is also known that some systems are induced, e.g., upon phage challenge, resulting in increased transcription of the CRISPR array and the associated *cas* genes, as it is reported for *Streptococcus thermophilus* [20], or general stress conditions. Stimulation of CRISPR-Cas transcription by foreign DNA was further substantiated in infection experiments using *Thermus thermophilus*, where transcription of both crRNA and cas genes was stronger than in uninfected controls [21]. In bacteria, several transcription factors either activating or repressing transcriptional activity within the respective CRISPR loci have been identified (reviewed in [18]), whereas the situation in archaea is much less clear. In early studies of different CRISPR-Cas systems, 135 potential regulatory genes were identified in close proximity to the respective CRISPR loci based on the analysis of 190 different archaeal CRISPR-Cas systems [22]. One of those, Csa3a from *Sulfolobus islandicus*, has been demonstrated to be of crucial relevance for the acquisition of novel spacers by activating the adaptation module of a type I-A CRISPR-Cas system [23]. Most interestingly, the transcriptional regulator Csa3b as well as the type I-A interference complex were also required for inhibition of transcription of the interference cassette [24].

The methanogenic euryarchaeon *Methanosarcina mazei* Gö1 contains two CRISPR-Cas systems, classified as subtype I-B and subtype III-C systems. Under standard growth conditions, both systems show very low activity with only a small amount of crRNAs detectable [25]. Moreover, challenging with Methanosarcina Sperical Virus (MetSV), the only virus so far known for *M. mazei*, always led to full infection and cell lysis. No spacer directed against this virus is present in the two CRISPR arrays of the *M. mazei* wild type [26], and until today, no spacer acquisition has been demonstrated due to virus challenge. Furthermore, analyzing CRISPR arrays from several *M. mazei* isolates from different habitats and locations revealed no MetSV-derived spacer with 100% sequence homology [26]. Whole genome proteomic analysis failed to detect the adaption proteins Cas1, Cas2 and Cas4, arguing for a strong repression of the adaptation module in *M. mazei* Gö1 under standard conditions [27]. Only in the presence of high salt concentration was an induction of the CRISPR-Cas systems in *M. mazei* detected with enhanced amounts of mature crRNAs from both CRISPR arrays [25].

Aiming to elucidate the proposed regulation of the CRISPR-Cas systems in *M. mazei*, we characterized the gene product of the open reading frame (ORF) *MM_0565*, which is located upstream of the type I-B system and was originally annotated as a transcriptional regulator and CRISPR-associated protein [4,28]. Using biochemical and genetic approaches, we evaluated its capability in *cas* gene regulation in *M. mazei* and obtained strong indications for its involvement in the CRISPR adaptation process.

## 2. Materials and Methods

### 2.1. Strains and Plasmids

Strains and plasmids used in this study are listed in Supplementary Table S1. Plasmid DNA was transformed into *M. mazei* as described by Ehlers et al. [29]. Plasmid DNA was, in general, transformed into *Escherichia coli* DH5α [30], JM109 λpir [31] or *E. coli* BL21-CodonPlus^®^-RIL (Stratagene, La Jolla, CA, USA), according to the method described by Inoue et al. [32].

### 2.2. Generation of Plasmids and Construction of Mutant Strains

For the MM_0565 overproducing mutant the gene, MM_0565 was PCR-amplified with the primers MM_0565_NdhI_for and MM_0565_BamHI_rev and TA-cloned into pCR4-TOPO (Invitrogen, Darmstadt, Germany) resulting in the plasmid pRS924. The plasmid pRS923 was created by restricting pRS924 by NdhI and BamHI and cloning of the respective 0.6 kilobase pairs (kbp) fragments into pET28a (+) (Novagene^®^, Merck Millipore, Darmstadt, Germany), restricted with NdhI and BamHI. Plasmid pRS1031 with the His_6_-tagged MM_0565 under control of the constitutive promoter pmcrB [33] was constructed as follows: pRS923 was restricted with NcoI and BamHI and the respective 0.65 kbp fragment was cloned into pRS893 (restricted with NcoI and BamHI), resulting in pRS1031. The plasmid pRS893 contains the constitutive promotor pmcrB [33] from *M. mazei* and its corresponding 5′ untranslated region (UTR) with a ribosomal binding site (RBS). For expression in *M. mazei*, the 0.7 kbp fragment was cloned with the help of SacI and KpnI into the pWM321 shuttle vector [34], resulting in pRS1032. pRS1032 was introduced in M. mazei* by liposome-mediated transformation as described by Ehlers et al. [29]. Transformants were selected based on puromycin resistance as colonies that grew on minimal medium plates with trimethylamine as the carbon and energy source, plus 5 µg puromycin/mL during incubation. Transformation was verified by detecting MM_0565 with a Western blot analysis [35] using a polyclonal antibody generated against MM_0565.

### 2.3. Growth of M. mazei

*M. mazei* strain Gö 1 was grown under anaerobic conditions at 37 °C with an atmosphere of 80% N_2_ plus 20% CO_2_ in 70 mL closed bottles in minimal medium containing 150 mM methanol as sole energy and C-source, according to Ehlers et al. [29]. The medium was supplemented with 100 μg/mL ampicillin to prevent bacterial contamination. For high salt stress, additional 500 mM NaCl were supplemented to the minimal medium. Cultures were grown until cells reached a turbidity at 600 nm of T_600_ 0.3 (high salt) or 0.5 (standard growth conditions) and harvested via centrifugation at 2.455× *g* for 30 min at 4 °C.

### 2.4. RNA Extraction

Total RNA was generally isolated by phenol extraction as described before [36] but using the Isol-RNA Lysis Reagent (5′ PRIME GmbH, Hilden, Germany, Cat. No. 2302700) followed by DNase I treatment, as described earlier [25].

### 2.5. RACE (Rapid Amplification of cDNA Ends) Analysis

To determine the transcriptional start site (TSS) of MM_0565, a RACE analysis was performed using the FirstChoice RLM-RACE kit (Ambion, Darmstadt, Germany) according to the manufacturer’s instructions but without calf-intestinal alkaline phosphatase (CIP) treatment. The specific oligonucleotides used are listed in Supplementary Table S2.

### 2.6. Quantitative RT-PCR

Transcript levels of genes in different strains and growth conditions were determined by quantitative (q) reverse transcription (RT)-PCR as described before [37,38]. The assays were performed using a QuantiTect Probe RT-PCR Kit (Qiagen, Hilden, Germany) and the ViiA™ 7 Real-Time PCR System (Applied Biosystems, Darmstadt, Germany). All primers used in this study are listed in Supplementary Table S2. The fold change in transcript abundance for each gene of interest was determined by comparison with the Cycle threshold (Ct) of three control genes (MM_1215, MM_1621 and MM_2181) which were known to remain constant during different growth phases and growth conditions [38].

### 2.7. Construction of cDNA Libraries for RNA-Seq and Illumina Sequencing

To construct RNA-seq libraries, two biological replicates of isolated total RNA from cells grown under standard growth conditions were used. cDNA library preparation was performed as described previously [39,40] with additional fragmentation followed by rRNA depletion using the Ribo-Zero rRNA removal Kit (Illumina, San Diego, CA, USA). For Illumina sequencing of cDNA molecules, the libraries were constructed by vertis Biotechnology AG (Freising, Germany) as described by Prasse et al. [40]. The cDNA libraries were sequenced using a HiSeq 2500 machine (Illumina, San Diego, CA, USA) in single-read mode.

### 2.8. Bioinformatical Analysis of the RNA-Seq Data

In order to assure a high sequence quality, the Illumina reads in FASTQ format were trimmed with a cut-off phred score of 20 by the program fastq_quality_trimmer from FASTX toolkit version 0.0.13 (http://hannonlab.cshl.edu/fastx_toolkit/). The following steps were performed using the subcommands “create”, “align” and “coverage” of the tool READemption [41] version 0.3.5 with default parameters. The poly(A)-tail sequences (introduced in the library construction) were removed and a size filtering step was applied in which sequences shorter than 12 nucleotides (nt) were eliminated. The collections of remaining reads were mapped to the reference genome sequences (NC_003901.1) using segemehl version 0.2.0 [42]. Coverage plots in wiggle format representing the number of aligned reads per nucleotide were generated based on the aligned reads. To restore the original data range and prevent rounding of small error to zero by genome browsers, each graph was then multiplied by the minimum number of mapped reads calculated over all libraries. Gene-wise read quantification was performed with READemption subcommand “gene_quanti”. Differential gene expression analysis was performed on these, counting with DESeq2 version 1.6.3 [43].

The RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus [44] and are accessible through GEO Series accession number GSE151372 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151372).

### 2.9. Purification of Heterologously Expressed His_6_-MM_0565

The N-terminally His_6_-tagged MM_0565 protein was expressed from plasmid pRS923 in *E. coli* BL21-CodonPlus^®^-RIL (Stratagene, La Jolla, CA, USA) growing in autoinduction media ZYP-5052, as described by Studier [44], in the presence of 30 µg/mL kanamycin. Cells were cultivated for a minimum of 24 h at 18 °C and vigorous shaking (120 rpm). Cells heterologously expressing MM_0565 protein for electrophoretic mobility shift assays were grown in lysogeny broth (LB)-medium in the presence of 30 µg/mL kanamycin and protein expression was induced at a T_600_ of 0.6 with 50 µM isopropyl-β-d-thiogalactopyranoside for 16 h at 18 °C. Cells were harvested at 4 °C and resuspended in His-tag buffer (250 mM NaH_2_PO_4_, 1.5 M NaCl, pH 8). After DNaseI was added, cell disruption was performed using a French pressure cell at 800 psi. The His-tagged fusion protein was purified from the respective cell-free extract by affinity chromatography using Nickel-Nitrilotriacetic acid (NTA) agarose (Qiagen, Hilden, Germany), as recommended by the manufacturer. After a washing step with at least 15 mL His-tag buffer supplemented with 75 mM imidazole, the MM_0565 protein was eluted in the presence of 150 mM imidazole. Protein used for electrophoretic mobility shift assays was eluted in the presence of 100, 250 and 500 mM imidazole. Finally, samples were diluted in His-tag buffer. The wash and elution fractions were analyzed by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) for quality control. If necessary, buffer exchange took place with the help of Amicon Ultra 0.5 mL centrifugal filters 10 K (Merck, Darmstadt, Germany), as recommended by the manufacturer.

### 2.10. Size-Exclusion Chromatography

The formation of the of His_6_-MM_0565 homodimers was determined by size-exclusion chromatography. Heterologously expressed and purified protein was separated in a mobile phase consisting of 50 mM N-[Tris(hydroxymethyl)methyl]-2-aminoethanesulfonic acid (TES) buffer pH 7.6 and 300 mM KCl using the ENrich™ SEC 650 column (BioRad Laboratories, Hercules, CA, USA) with a flow rate of 0.5 mL/min. Proteins were detected by monitoring the absorbance at 280 nm and 0.5 mL fractions were collected. Calibration of the column was performed using the gel-filtration mass standard (Bio-Rad Laboratories, Hercules, CA, USA) containing thyroglobulin (670 kDa), Immunoglobulin G (IgG) (158 kDa), ovalbumin (44 kDa), myoglobulin (17 kDa) and vitamin B12 (1.35 kDa).

### 2.11. Protein Analysis by Sodium Dodecyl Sulfate-Polyacrylamide Gel Electrophoresis (SDS-PAGE)

For separation and subsequent visualization of proteins, SDS gel electrophoresis was employed. For this purpose, protein containing solutions were supplemented with SDS-PAGE loading buffer (125 mM Tris-HCl pH 6.8, 140 mM SDS, 0.3 mM bromophenol blue, 10% β-mercaptoethanol (*v*/*v*)) and incubated at 95 °C for 5 min. Samples were analyzed by 12% SDS gel according to Laemmli [45]. To visualize protein bands, silver staining was performed. First, gels were washed with solution 1 (20 mL ethanol, 4 mL acetic acid, 16 mL H_2_O) overnight and after that, for 20 min with solution 2 (39 mL ethanol, 91 mL H_2_O) at room temperature. Silver staining was performed as described by Rabilloud et al. [46].

### 2.12. Protein Thermal Shift Assay

To test protein stabilization in different buffer systems at various pH values (pH 5.0 to 10.5) and salt concentrations (0 to 500 mM NaCl), a protein thermal shift assay was performed [47]. For this purpose, SYPRO™ orange dye (Thermo Fisher Scientific Inc., Waltham, MA, USA) was diluted 1:500 in various buffers containing 735 nM protein in a final volume of 20 µL. The assay was performed in the ViiA™ 7 Real-Time PCR System (Applied Biosystems, Darmstadt, Germany). The samples were heated from 25 to 95 °C by increasing temperature by 1 °C every minute. Changes in fluorescence were measured using the ROX filter set of the instrument. For calculating the melting temperature of the protein under various conditions, a Boltzman fit was performed.

### 2.13. Western Blot Analysis

Cell extracts (750 µg) or purified His_6_-MM_0565 protein were separated on 12% SDS-PAGE and transferred to nitrocellulose membranes (BioTrace^®^NT, Pall Life Sciences, Port Washington, NY, USA) [48]. Membranes were exposed to specific Penta-His™ antibody (Qiagen, Cat. No. 34660, Hilden, Germany) directed against the His-tag or with an antiserum generated against MM_0565. Protein bands were detected with secondary antibodies directed against mouse IgG or rabbit IgG coupled to horseradish peroxidase (Bio-Rad Laboratories, Hercules, CA, USA) and visualized using the ECL™ plus system (GE Healthcare, Chicago, IL, USA) with a fluoro-imager (DianaIII, Raytest, Straubenhardt, Germany).

### 2.14. Microscale Thermophoresis (MST)

For MST analysis, heterologously expressed His_6_-MM_0565 protein was purified as described above. 200 nM protein in Reaction buffer (His-tag buffer with 1 mg/mL bovine serum albumin (BSA) and 0.05% Tween20) was labeled with the Monolith His-Tag Labeling Kit RED-tris-NTA second Generation from NanoTemper (Munich, Germany) according to manufacturer instructions and followed by a 1:2 dilution in Reaction buffer and centrifugation for 10 min at 4 °C and 15,000× g. Double-stranded DNA (dsDNA) was produced by annealing two complementary oligonucleotides to a double strand. For this purpose, the two oligonucleotides were dissolved in annealing buffer (50 mM TES/KOH pH 7.6, 5 mM MgCl2 and 300 mM KCl) and mixed in equal amounts. After covering the solution with chill-out wax, the samples were boiled in water for 15 min and then allowed to acclimate to room temperature under gentle stirring. For measuring the concentration of the dsDNA, the Quant-iT™ dsDNA Assay Kit, broad range (Invitrogen, Carlsbad, CA, USA), was used according to the manufacturer’s instructions.

For all measurements, concentration of labeled protein was kept constant at 25 nM. A dilution series of nonlabelled dsDNA was prepared as described in the manual for the Monolith His-Tag Labeling Kit RED-tris-NTA (second Generation) Kit, with the exception that the dsDNA was diluted beforehand 1:2 with His-Tag Reaction buffer. The reaction mixture was incubated for 20 min on ice before measurement. All measurements were performed with the Monolith NT.115 (NanoTemper, Munich, Germany) at 25 °C using standard treated capillaries (NanoTemper, Munich, Germany), medium MST-Power and 100% Excitation-Power. K_D_-values were calculated for at least three biological replicates out of the normalized fluorescence change (ΔFNorm) using MO.Affinity Analysis software v2.2.4 (NanoTemper, Munich, Germany).

### 2.15. Electrophoretic Mobility Shift Assays (EMSA)

The leader regions of both CRISPR loci were amplified from *M. mazei* chromosomal DNA using the primer sets Leader_IB_for/KonsLeader_rev and Leader_IIIC_for/KonsLeader_rev. Radioactive labeling of DNA fragments and the following electrophoretic mobility shift assay was performed as described before [35] using the purified His_6_-MM_0565 protein (0.4–4 µM), dsDNA and binding puffer (50 mM Tris/HCl (pH 7.6), 750 mM KCl, 1 mM dithiothreitol, 0.5% Triton X-100, 62.5% glycerol (*v*/*v*) and 2.5 mM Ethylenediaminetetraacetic acid (EDTA)).

## 3. Results

### 3.1. MM_0565 Is a CRISPR-Cas-Associated Dimeric DNA-Binding Protein

The ORF MM_0565 is located upstream of the type I-B CRISPR locus on the plus strand flanking *cas8b* (Figure 1). Using a differential RNA-seq analysis, the transcriptional start sites (TSS) of *MM_0565* and *cas8b* were determined. Accordingly, the respective promoters *MM_0565* and *cas8b* were identified (see Figure 1). In case of *MM_0565*, the TSS was further validated by a 5′ RACE analysis demonstrating that *MM_0565* transcript represents a so-called leaderless transcript. Both CRISPR-Cas systems of the subtype I-B (Figure 1) and the subtype III-C of *M. mazei* are located on the minus strand [25].

The predicted protein structure of MM_0565 was modeled using the Phyre2 web portal [49], revealing a two-domain structure of MM_0565 with an N-terminal CRISPR-associated Rossmann fold (CARF) and a C-terminal winged helix-turn-helix (HTH) domain (Figure 2a), as already reported by Makarova et al. [50]. While Rossmann-like folds typically indicate the potential to bind nucleotide co-factors, winged helix-turn-helix motifs are classically found in DNA-binding proteins that predominantly act as transcription regulators [51,52]. The nearest structural homolog of MM_0565 is Csa3a from *Sulfolobus solfataricus* (PDB ID: 2WTE), of which the crystal structure has been solved [53]. *S. solfataricus* Csa3a is a homo-dimeric protein which shows a very similar general architecture as *M. mazei* MM_0565 based on the two-domain structure described above. Although both proteins only share 12% amino acid identity (31% amino acid similarity), MM_0565 overlays perfectly with a monomer of the Csa3a-dimer from *S. solfataricus* (Figure 2b,c), with a Z-score of 21.0 calculated with the DaliLite server [54].

The biochemical properties of the MM_0565 gene product were determined by characterizing the heterologously expressed MM_0565 fused to an N-terminal His-tag, which purified to nearly 100% homogeneity by Ni-NTA affinity chromatography (approximately 22 kDa, Supplementary Figure S1). His_6_-MM_0565 showed high stability in TES buffer (pH 7.5) and an increased protein stability in the presence of sodium chloride concentrations up to 500 mM (highest concentration tested, Supplementary Figure S2). The oligomeric state of MM_0565 was analyzed by size exclusion chromatography on an ENrich™ SEC 650 Column. A single major peak was obtained for MM_0565 corresponding to a protein with a molecular mass of 44 kDa demonstrating that MM_0565 is a homodimer in solution (Figure 3a). The presence of MM_0565 in the respective fractions was verified by SDS PAGE and Western blot analysis using a commercial Penta-His antibody (Qiagen, Hilden, Germany) and polyclonal antibodies generated against MM_0565 (see Figure 3b).

The in vivo level of MM_0565 was analyzed by Western Blot analysis using polyclonal antibodies against MM_0565 under standard growth conditions as well as in the presence of 500 mM sodium chloride to evaluate the effect of high salt on its stability. In cell extracts from *M. mazei* grown under standard conditions, two protein bands with low intensity (25 and 50 kDa) were detected which correspond to the monomeric and the dimeric state of MM_0565 (Figure 3c, left panel). In contrast, the amount of dimeric MM_0565 in cells cultivated under high salt conditions (500 mM NaCl) was about 6.8-fold higher compared to standard conditions, which was accompanied by a general increase in MM_0565 protein levels. Importantly, the MM_0565 homodimer was detected despite a 5 min boiling step of the samples at 95 °C prior to the SDS PAGE under denaturing conditions (2% SDS), strongly arguing for a high affinity between MM_0565 monomers. This is an indication for a strong affinity to form dimers particularly, and induced in salt-stressed cells, verifying the results obtained in vitro (Figure 3a, in the presence of 300 mM KCl).

### 3.2. Regulation under Salt Stress and Binding of MM_0565 to the Leader Regions of Both CRISPR Arrays

In the context of an induced amount of dimeric MM_0565 under high salt conditions, the transcription of the CRISPR-Cas I-B operon as well as the associated *MM_0565* gene was analyzed by quantitative (q) RT-PCR in salt-stressed cells in comparison to cells grown under standard conditions, since an induction of the CRISPR system in response to high salt was reported [25]. Under salt stress, the first four genes of the *M. mazei* CRISPR-Cas I-B operon (*cas8b*, *cas7*, *cas5* and *cas3*) were upregulated approximately two- to four-fold (Figure 4). The gene products of these genes encode proteins involved in the interference phase of CRISPR-based innate immunity. In contrast, genes, the product of which are responsible for the maturation of the crRNA (*cas6b*) or the adaptation of new spacers into the CRISPR array (*cas1*, *cas2* and *cas4*), were not significantly affected in their transcription (Figure 4). Interestingly, transcript levels of *MM_0565* were slightly but significantly downregulated by 30% under high salt conditions. This is in contrast to the strong increase in MM_0565 protein levels under these high salt conditions (Figure 3c), arguing for a significant stabilization of the protein, potentially by the formation of homodimers under high salt stress.

The binding potential of the putative transcription factor MM_0565 to the promotor of the CRISPR-Cas I-B operon (upstream of *cas8b*, see Figure 1) was analyzed. Evaluation of potential interaction of purified His_6_-MM_0565 to the *cas8b* promoter region using microscale thermophoresis (MST) clearly demonstrated that no specific binding of the purified protein was detectable (Supplementary Figure S3). Consequently, a direct effect of MM_0565 on the transcription of the *cas* I-B operon is very unlikely. Moreover, a direct protein–protein interaction of MM_0565 with the different Cas proteins was excluded by a pull-down experiment (using purified MM_0565 and *M. mazei* cell extracts) and subsequent mass spectrometric analysis of potential interaction partners.

Since the adaptation module in *M. mazei* seems to be repressed under standard growth conditions with no detectable Cas1, Cas2 and Cas4 proteins [27], and no MetSV-derived spacers were detectable after virus infection [26], we analyzed the ability of MM_0565 to bind to the leader region of the corresponding CRISPR-array, which contains important elements for the acquisition of new spacers into the CRISPR array [56,57,58,59]. The leader regions of the *M. mazei* type I-B and III-C CRISPR-Cas systems are highly conserved in their 3′ parts, with only three mismatches in the last 108 nt [25]. To test whether MM_0565 binds to the conserved leader sequence, MST was performed by using two different 70 nt long fragments of the conserved 108 nt leader part of the type I-B system (see Figure 5a). While binding to the 3′ fragment (position 38 to 108 of the conserved leader) was not detected (Figure 5a, region 2, dark blue dots), purified His_6_-MM_0565 efficiently bound the 5′ fragment (the first 70 nt of the conserved 108 nt leader part, Figure 5a, region 1, light blue dots) with a *K*_D_ of 0.96 ± 0.35 µM (see Figure 5a), which was confirmed by two independent biological replicates. To further verify this finding, electrophoretic mobility shift assays were performed with the purified His_6_-MM_0565 and 5′ radioactive-labeled leader DNA from both CRISPR loci (Figure 5b). The analysis showed that His_6_-MM_0565 was able to bind to either leader with an apparently higher binding affinity to the subtype I-B leader DNA. Specific binding was further validated for the subtype I-B leader by a competition assay titrating increasing amounts of unlabeled DNA into the assay (Figure 5c).

### 3.3. MM_0565 Globally Affects Transcription in M. mazei

In order to further analyze the function of MM_0565 in vivo, we performed a genetic approach. While an overexpression mutant was generated as described in Section 2, despite several attempts and using different approaches, generation of a MM_0565-deficient strain was not successful, arguing for an essential gene function in *M. mazei* Gö1. Constitutive overproduction of MM_0565 (*M. mazei* strain OP MM_0565) led to no significant effects on growth under standard conditions when compared to the vector control. Consequently, we analyzed the transcriptome of *M. mazei* with additional expression of MM_0565 employing an RNA-seq approach in comparison with the wild type containing the respective but empty vector. This analysis described in detail in Section 2 discovered 55 genes differentially transcribed due to MM_0565 overproduction. Of these genes, 15 showed a reduced and 40 an increased transcript level (Table 1). 

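MM_0565 was covered by 132 and 144 counts in the vector control libraries and by 3429 and 3386 counts in the OP MM_0565 libraries. Scaled to library size (CPM), its level was 45.3 ± 0.611 (SD, n = 2) in the vector control and 1308 ± 32.7 (SD, n = 2) in the OP MM_0565 strain. This is a 28.9-fold increase, with a log2 fold change of 4.85 (standard error 0.18, adjusted p = 5.63e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts of MM_0565 from the plasmid and from the chromosome cannot be separated. The strains are derivatives of the methanogenic archaeon *M. mazei* Gö1 that carry either the empty plasmid pWM321 (vector control) or the same plasmid with MM_0565. According to the paper, this plasmid copy of MM_0565 is His-tagged and under the constitutive promoter pmcrB. Cells were grown on 150 mM methanol with 38.5 mM NaCl at 37 °C and harvested at a turbidity of 0.5. For each strain 2 libraries were sequenced, which the paper describes as biological replicates. The paper isolated RNA with the Isol-RNA Lysis Reagent, whereas the sample labels name TRI reagent. For the libraries, the paper names fragmentation and rRNA depletion, and the labels name poly(A)-tailing and ligation of a 5′ adapter. The authors mapped single reads to the chromosome with segemehl and counted them with READemption, separately for reads in the orientation of a gene (sense) and against it (antisense). Reads with several alignments or over several genes were divided among them, so 47.3% to 57.8% of the sense values per library were not whole numbers. Sense counts summed to 2843365 and 2932280 in the vector control libraries and to 2783766 and 2711382 in the OP MM_0565 libraries. Antisense counts made up 6.61% and 7.15% of all counts in the vector control and 5.20% and 5.89% in the OP MM_0565 strain. Between 1.29% and 1.91% of the sense counts per library fell on rRNA genes. Sense counts were rounded, loci with at least 10 counts in at least 2 libraries were kept, and 3350 of 3434 loci were tested after TMM scaling. The biological coefficient of variation was 0.158. In counts simulated from these libraries, the test recovered 64% of loci changed by 1 on the log2 scale, 94% of those changed by 1.5 and 100% of those changed by 3. Recovery here means an adjusted p of at most 0.05 in the right direction, without a fold threshold. Each simulated locus had the variation typical of its count level, without the spread of single loci around it, so these shares may be too high.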

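The transcript level of 61 loci differed between the strains at the thresholds of Table 1, a log2 fold change of at least 1.5 in either direction and an adjusted p of at most 0.05. Among these were 49 of the 55 genes of Table 1, and the fold change of all 55 had the direction given there. The other 12 loci included MM_0565 and a pair of subunit genes of the coenzyme F420 hydrogenase, which transfers electrons between hydrogen and coenzyme F420. MM_3044, the delta subunit, had 272 ± 18.2 CPM (SD, n = 2) in the vector control and 81.1 ± 15.7 (n = 2) in the OP MM_0565 strain. MM_3045, the alpha subunit, had 770 ± 62.7 and 242 ± 43.6 CPM. Their log2 fold changes were -1.74 (standard error 0.18, adjusted p = 0.00132) and -1.67 (standard error 0.18, adjusted p = 0.00181) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the authors' deposited DESeq2 comparison both were also lower, at -1.496 and -1.44, just short of the fold threshold. In 4 of the 6 genes of Table 1 that did not pass, the adjusted p was above 0.05, and in MM_1439 and MM_0388 the log2 fold changes of 1.48 and 1.49 lay below the threshold. Without vector control replicate 1 or 2, MM_1439 also missed an adjusted p of 0.05 (0.122 and 0.0887), as MM_0388 did without replicate 1. The separation of the libraries was complete at all 61 loci, while 56.6% of the tested loci separate in this way and chance alone gives 33.3% for 2 libraries against 2. No single-gene permutation test can reach 0.05 with 2 libraries per strain, since the smallest two-sided exact p is 0.333.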

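Of the 61 loci, 39 had an increased and 22 a reduced transcript level in the OP MM_0565 strain, so 63.9% were higher. Beside MM_0565, the steepest increase among genes with more than a few counts in both strains was that of MM_3250, the gene next to *cas1-solo*. MM_1737, annotated as the heme biosynthesis gene nirJ, rose 11.2-fold, from 10.7 ± 4.59 to 121 ± 2.77 CPM (SD, n = 2 per strain). Its log2 fold change was 3.49 (standard error 0.25, adjusted p = 2.03e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the other side, MM_1909, annotated as the potassium efflux protein kefC, fell from 917 ± 178 to 16.6 ± 3.28 CPM, a log2 fold change of -5.79 (standard error 0.25, adjusted p = 7.25e-06 in the same test). With sense and antisense counts added, it was -4.52, and with DESeq2 and its fold-shrinking prior -5.16. MM_1864, a protein of unknown function, fell from 2024 ± 171 to 75.0 ± 10.5 CPM, with a log2 fold change of -4.75 (standard error 0.22, adjusted p = 9.15e-06). At an adjusted p of at most 0.05 without a fold threshold, 196 loci were higher and 169 lower (53.7% higher). This share depended on the scaling and the tool. Scaled by library totals, which shifts the median of all tested loci by -0.15 on the log2 scale, 130 were higher and 318 lower (29.0% higher), and at the thresholds of Table 1 the split was 35 to 32. With DESeq2 and its prior on sense and antisense counts together, a setting chosen after the data were seen that shifts the median by 0.12, 257 were higher and 84 lower (75.4% higher), while the same tool and prior on sense counts alone gave 217 and 128 (62.9% higher). A fit with 1 library left in a strain takes its spread from the other strain alone. The OP MM_0565 libraries differed more from each other, with a chi-square per degree of freedom of 45.5 against 22.1 in the vector control. The count without a fold threshold also changed with the libraries used, which therefore need not show dependence on 1 library. Without vector control replicate 1 it was 45 higher and 38 lower, without replicate 2 39 and 39, and without OP MM_0565 replicate 2 321 were higher.

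**Figure D1:**
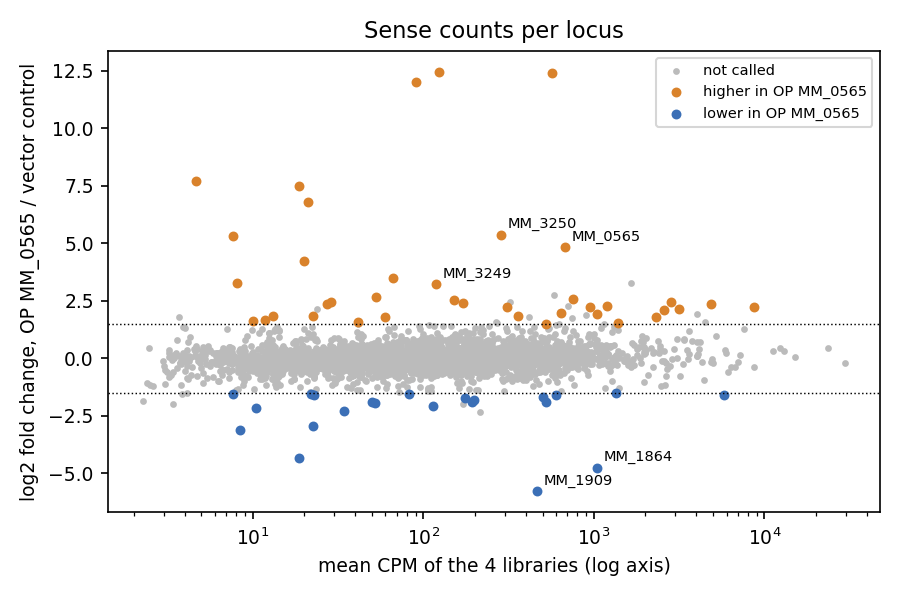
Log2 fold change of sense counts in the OP MM_0565 strain over the vector control (vertical axis) against the mean CPM of the 4 libraries (horizontal log axis) for the 3350 tested loci. Orange and blue points are the 39 higher and 22 lower loci at the thresholds of Table 1, which the dotted lines mark. The fitted heights of loci with 0 to 3 counts in the vector control depend on the prior count and are no measured folds.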

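Some genes for growth on methylamines had higher transcript levels in the OP MM_0565 strain, in cultures that were grown on methanol. The paper had selected its transformants on plates with trimethylamine, and whether this earlier substrate plays a part was not tested. Of 32 genes annotated to methylamine metabolism, 10 were higher, 0 were lower and 22 did not pass an adjusted p of 0.05 (14 higher and 0 lower when adjusted over the list alone). At an unadjusted p under 0.05, 18 were higher and 1 lower, and DESeq2 called 15 higher and 1 lower. MM_1436, a part of the monomethylamine methyltransferase MtmB1, rose 5.11-fold from 1586 ± 779 to 8110 ± 635 CPM (SD, n = 2 per strain). Its log2 fold change was 2.35 (standard error 0.36, adjusted p = 0.00801 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 2.97 without vector control replicate 1 and 1.92 without replicate 2. MM_3334, the monomethylamine corrinoid protein MtmC2, rose 3.59-fold from 157 ± 51.9 to 564 ± 68.5 CPM, with a log2 fold change of 1.84 (standard error 0.24, adjusted p = 0.00513). MtmB1 and MtmB2 (MM_3335) are close paralogs whose reads may have been divided between them. Of 8 heterodisulfide reductase genes, whose enzyme recycles coenzymes M and B, 3 were higher and 2 lower. The higher ones, MM_0387, MM_0388 and MM_0389, form 1 cluster and encode HdrA, HdrC and HdrB, and MM_0389 had a log2 fold change of 1.50 (standard error 0.17, adjusted p = 0.00214). The lower ones were the paralogs MM_0979 at -1.27 (adjusted p = 0.00385) and MM_0980 at -1.07 (adjusted p = 0.00433), the latter named after its value was seen. MM_0387, MM_0388 and MM_0980 missed an adjusted p of 0.05 without vector control replicate 1, at 0.132, 0.052 and 0.0585, and MM_0387 and MM_0980 without replicate 2, at 0.0933 and 0.0564. Of 13 genes of CO dehydrogenase/acetyl-CoA synthase, 2 were higher and 0 lower (unadjusted, 2 and 1, and with DESeq2 2 and 0). MM_2084, its gamma subunit, rose 3.51-fold (log2 fold change 1.81, standard error 0.25, adjusted p = 0.00416), and its adjusted p was 0.0687 without vector control replicate 2. Among 39 genes for cobalt uptake and cobalamin, the cofactor of the corrinoid proteins, 10 were higher and 2 lower (11 and 4 adjusted over the list alone). The cobalt transport genes MM_0465 (CbiM) and MM_0464 (CbiN) rose 3.85-fold and 4.78-fold, with log2 fold changes of 1.95 (standard error 0.21, adjusted p = 0.00183) and 2.26 (standard error 0.25, adjusted p = 0.00183). These 4 lists, methylamine, heterodisulfide reductase, CO dehydrogenase and cobalt, were written after Table 1 had been read and are no independent evidence of their direction. In a competitive set test (camera with a preset correlation) the methylamine genes had an adjusted p of 2.39e-08 and the cobalt genes of 0.0222, against an adjusted p of 0.844 and 0.740 with an estimated correlation. The number of methylamine genes called higher fell to 4 without vector control replicate 2 and to 6 without OP MM_0565 replicate 1, and rose to 18 with DESeq2 and its prior on both orientations, a setting chosen after the data were seen.

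**Figure D2:**
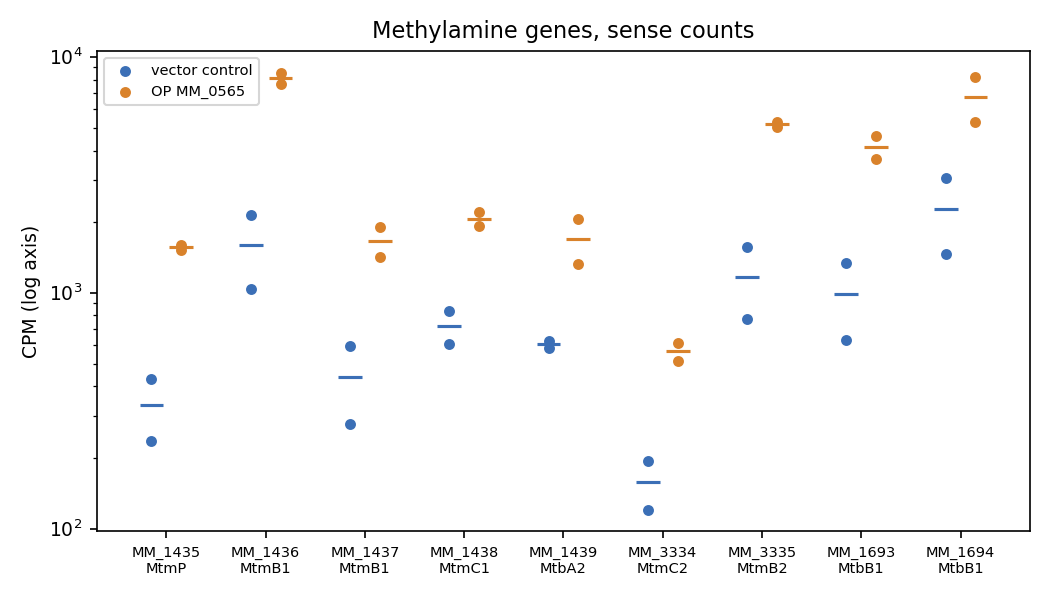
CPM of sense counts (log axis) of 9 genes of methylamine metabolism. Each point is 1 library, blue for the vector control and orange for the OP MM_0565 strain, and each short line is the mean of the 2 libraries. The vector control libraries of MM_1436 lie farther apart than those of MM_1439.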

The majority of genes with an upregulated transcript level in the *M. mazei* OP MM_0565 strain encoded for key enzymes of the central carbon and energy metabolism. On the other hand, four energy metabolism-related genes were identified to be less abundant. Additionally, besides genes of unknown functions, genes coding for membrane-associated proteins and transposases were differentially transcribed upon MM_0565 overproduction (Supplementary Figure S4a).

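The genes of the coenzyme F420 hydrogenase lie side by side from MM_3042 to MM_3045, and each was reduced in the OP MM_0565 strain. MM_3042 fell 3.79-fold, from 824 ± 156 to 217 ± 7.27 CPM (SD, n = 2 per strain), and MM_3043 fell 3.47-fold, from 307 ± 29.1 to 88.5 ± 7.31 CPM. Their log2 fold changes were -1.92 (standard error 0.18, adjusted p = 8.67e-04) and -1.80 (standard error 0.16, adjusted p = 6.36e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MM_2005, a phosphate-binding protein, fell 4.95-fold from 57.1 ± 3.90 to 11.5 ± 2.32 CPM (log2 fold change -2.31, standard error 0.22, adjusted p = 7.91e-04). MM_0977, an F420-dependent NADP reductase, had 357 ± 18.5 CPM in the vector control and 70.8 ± 46.1 in the OP MM_0565 strain. Its log2 fold change of -2.33 (standard error 0.50) did not pass, with an adjusted p of 0.0644, and the OP MM_0565 libraries lay far apart. Without OP MM_0565 replicate 1 it was -1.79 (adjusted p = 4.29e-05), without replicate 2 -3.22 (adjusted p = 5.48e-07), and with DESeq2 -2.31 (adjusted p = 2.13e-07). Of 35 genes annotated as hydrogenases or their maturation proteins, 2 were higher and 8 lower (3 and 10 adjusted over the list alone). This list was written after Table 1 had been read and is no independent evidence of its direction. Tested as a set in either direction, it came out lower, with an adjusted p of 0.00122 in camera with a preset correlation. With an estimated correlation the adjusted p was 0.861.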

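The transposase gene MM_0766 rose 5.84-fold, from 44.3 ± 8.32 to 259 ± 4.77 CPM (SD, n = 2 per strain), whereas the transposase genes MM_2590 and MM_2699 fell 7.67-fold and 20.2-fold. Their log2 fold changes were 2.55 (standard error 0.18, adjusted p = 1.61e-04), -2.94 (standard error 0.27, adjusted p = 7.13e-04) and -4.33 (standard error 0.32, adjusted p = 1.98e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With sense and antisense counts added, MM_0766 was at 1.78 and MM_2699 at -1.33, and the latter no longer passed (adjusted p = 0.0646). With DESeq2 and its prior, MM_2590 was at -2.33 and MM_2699 at -3.05. Of 113 transposase genes tested, 15 were higher and 5 lower (15 and 6 adjusted over the list alone). This list was written after Table 1 had been read and is no independent evidence, and reads of near-identical transposase copies were divided among them. MM_2576, the ferrous iron transport protein B, fell 3.71-fold from 78.6 ± 19.1 to 21.2 ± 5.60 CPM (log2 fold change -1.89, standard error 0.25, adjusted p = 0.00416). Of the 39 higher loci, 6 lie in 1 stretch of the chromosome from 3209431 to 3219307 (MM_2684 to MM_2693, 9877 nt), where most loci had almost no counts in the vector control on either strand. Its 8 loci outside the multi-copy transposases MM_2689 and MM_2690 had 1.50 and 3.17 sense counts in the vector control libraries and 4116 and 4518 in the OP MM_0565 libraries. Their antisense counts were 0.25 and 1.83 against 281.5 and 423.5. MM_2691 and MM_2692 had 0 rounded counts in both vector control libraries. Taking a floor of 3 counts over the vector control, they were at least 368-fold and at least 505-fold higher, and the transposase MM_2686 at least 18.7-fold. In the OP MM_0565 libraries MM_2686 had 21.5 and 25.5 sense counts. Its antisense counts there were 82 and 106, so most of its counts lay opposite the gene. For MM_2693, with 1 count in the vector control and 5920 in the OP MM_0565 strain, the ratio was 6919 (95% exact binomial interval 1241 to 273330), and for MM_2688 127 (34.7 to 1054) and MM_2687 226 (40.0 to 8955). The vector control counts of these 3 genes come from 1 library, replicate 1 for MM_2693 and replicate 2 for the others, and the intervals cover counting error only.

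**Figure D3:**
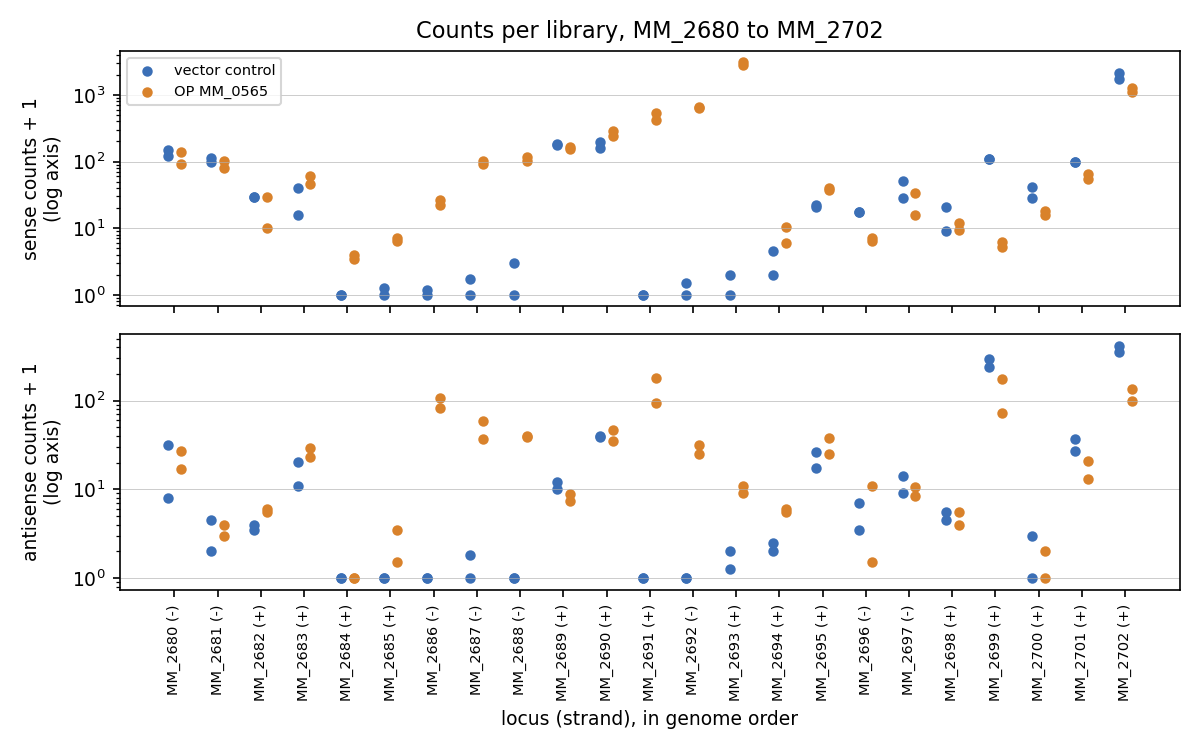
Sense (upper panel) and antisense (lower panel) counts plus 1, on log axes, for each locus from MM_2680 to MM_2702 in genome order. Each point is 1 library, blue for the vector control and orange for the OP MM_0565 strain. Between MM_2684 and MM_2693 the vector control lies near 0 in both panels, apart from the transposase copies MM_2689 and MM_2690.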

To identify properties of potential binding sites of MM_0565, the promotor regions of the differentially transcribed genes identified in the RNA-seq data were aligned. For the promotor regions (from position −100 to −1) of a total of 14 significantly upregulated genes, a frequency blot was created using the Weblogo tool [60]. Putative TATA-boxes and B recognition elements (BRE) were identified (see Supplementary Figure S4b). Besides the TATA-boxes, the promotor regions showed an overall AT-rich sequence upstream of the promotor and directly downstream of the TATA box, but a distinct binding motif was not identified. These AT-rich elements were not detected in promotor regions of genes with a decreased transcript level. 

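By the groups of Table 1, 36 of its 40 upregulated and 13 of its 15 downregulated genes passed both thresholds in the OP MM_0565 strain. The upregulated genes that passed were 19 of 23 of energy metabolism, 4 of 4 membrane-associated ones, 4 of 4 transposons, 2 of 2 others and 7 of 7 of unknown function. In the stretch from MM_2684 to MM_2693 lie MM_2692 of energy metabolism, the transposon MM_2686, and MM_2687 and MM_2691 of unknown function. The 2 others, MM_2688 and MM_2693, lie there too. In the OP MM_0565 libraries MM_2686 had more antisense than sense counts. Most loci of this stretch had almost no counts in the vector control on either strand. Its absence from that culture's genome cannot be told apart from activation. Genes of core cellular machinery, in lists set up beforehand, mostly did not pass an adjusted p of 0.05 in edgeR's quasi-likelihood test. Over all tested loci 365 of 3350 passed, so most genes of an average list would not. Of 61 ribosomal protein genes 0 were called (3 lower at an unadjusted p under 0.05, 0 with DESeq2), and their log2 fold changes ran from -0.43 to 0.39. Of 7 ATP synthase genes and of 6 genes of methyl-CoM reductase, the enzyme that releases methane, 0 were called, also at an unadjusted p under 0.05 and with DESeq2. Among 14 RNA polymerase genes 1 was lower, and among 25 tRNA synthetase genes 2 were lower. Genes for transcription regulators went both ways, with 3 of 63 higher, MM_0565 among them, and 4 lower. The paper draws its conclusion from the findings before it, the last of them AT-rich promotor elements that it found upstream of upregulated genes but not of those with a decreased level. The promotor sequences were not analysed here.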

Based on those findings, we conclude that MM_0565 functions as a transcriptional activator in many cellular processes including essential ones, which might be the reason why a deletion mutation is not stable. Nevertheless, additional repressive functions of MM_0565 or indirect effects cannot be excluded at this point.

Activity of transcription factors is often tightly controlled. Often, these factors also bind to their own promotors to inhibit their expression in a negative feedback loop. Thus, we studied potential autoregulation of MM_0565. MST analysis revealed binding of purified His_6_-MM_0565 to its own promotor with a calculated *K*_D_ of 285.1 ± 56.0 nM (Figure 6). To further narrow down the actual binding site of MM_0565 in this region, we tested several mutant derivatives of the respective DNA fragment. The 60 nt dsDNA promoter region was divided in 3 parts each consisting of 20 nt. Deletion of any of these three parts led to a strongly reduced binding affinity of MM_0565 to the corresponding promoter region fragments, which also encompass the transcription-relevant BRE-element and TATA-box (Figure 6). This finding strongly argues for the requirement of certain specific DNA-elements covering the whole analyzed DNA fragment.

Despite the close association of MM_0565 with the type I-B CRISPR locus of *M. mazei*, the employed RNA-seq experiment did not reveal any alteration in the expression of *cas* genes due to overproduction of MM_0565, which is in agreement with the low potential of MM_0565 to bind to the promoter of the CRISPR-Cas I-B operon. This was further verified by a qRT-PCR analysis of the corresponding genes comparing the overproduction mutant of MM_0565 with the empty vector control under standard growth conditions (Figure 7a). 

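Of the 8 *cas* genes of the type I-B locus, *cas8b* was lower in the OP MM_0565 strain and the other 7 did not pass an adjusted p of 0.05. *cas8b* (MM_0564), the gene next to MM_0565 on the opposite strand, had 64.7 ± 0.145 CPM (SD, n = 2) in the vector control and 35.8 ± 3.93 (n = 2) in the OP MM_0565 strain. Its log2 fold change was -0.86 (95% interval -1.24 to -0.47, adjusted p = 0.0166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is short of the fold threshold of Table 1. The fold change of *cas7* (MM_0563) was -0.01 (95% interval -0.41 to 0.39), that of *cas5* (MM_0562) 0.11 (-0.37 to 0.60) and that of *cas3* (MM_0561) -0.34 (-0.77 to 0.08). For *cas6b* (MM_0560) it was -0.12 (-0.64 to 0.41), for *cas1* (MM_0559) 0.28 (-0.55 to 1.11), for *cas2* (MM_0558) 0.09 (-0.87 to 1.06) and for *cas4* (MM_0557) -0.49 (-0.90 to -0.08, adjusted p = 0.126). The intervals of the 7 genes thus exclude a change by 1.5 in either direction, but not all smaller ones. They are widest for *cas2* and *cas1*, at 3.77 ± 0.0509 and 7.84 ± 1.48 CPM in the vector control. The intervals of these genes reach 1.06 and 1.11, while those of the others stay within 1 in either direction. The gene names follow the order of Figure 1, since the deposited annotation calls these loci hypothetical proteins. The call of *cas8b* was lost without vector control replicate 1 (adjusted p = 0.174) and without replicate 2 (adjusted p = 0.163), at unchanged fold changes of -0.86 in both cases. It was also lost with DESeq2 and its prior on sense and antisense counts together, a setting chosen after the data were seen (log2 fold change -0.66, adjusted p = 0.125). Scaled by library totals, *cas5* (MM_0562) and *cas2* (MM_0558) were at -0.040 and -0.059.

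**Figure D4:**
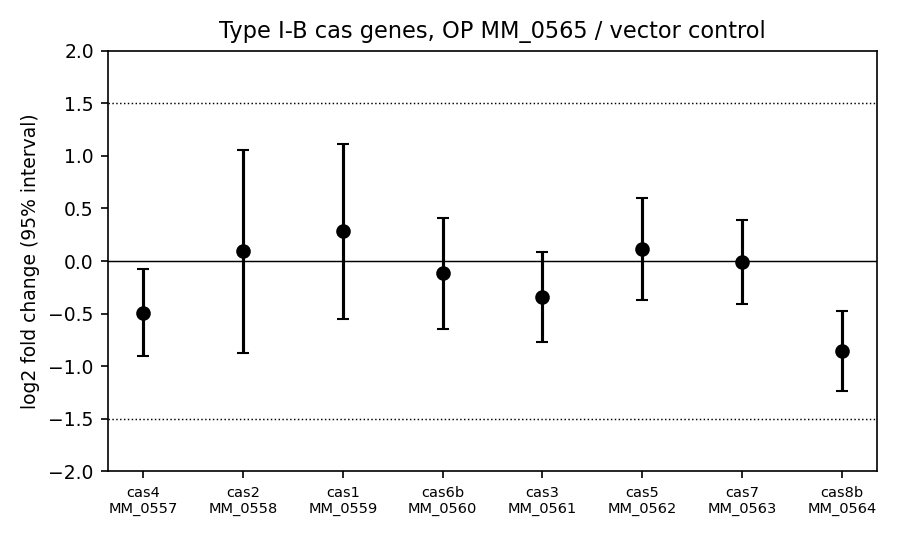
Log2 fold change in the OP MM_0565 strain over the vector control for the 8 type I-B *cas* genes, in genome order from MM_0557 to MM_0564. Points are estimates from 2 libraries per strain, bars are 95% intervals and dotted lines mark the fold threshold of 1.5. The interval of *cas8b* lies below 0 and above -1.5.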

Even under osmotic stress (500 mM NaCl), the overproduction of MM_0565 in *M. mazei* showed no significant influence on the expression of the genes of the type I-B CRISPR locus (Figure 7b). This was also the case for *cas8b*, *cas7*, *cas5* and *cas3* which were upregulated under high salt concentrations in the wild type (Figure 4). In addition, no effect on the transcription of the crRNA was observed upon overproducing MM_0565, neither by quantitative RT-PCR nor by Northern blotting.

Consequently, no obvious link that MM_0565 is a transcriptional regulator of the CRISPR locus-encoded *cas* genes of *M. mazei* was obtained from the quantitative RNA-seq experiment. However, detailed analysis of those differentially transcribed genes which are not assigned to a function according to Deppenmeier et al. [28], using recent later genome annotations [61] and further protein information, demonstrated that one of the differentially regulated genes (ORF MM_3249) was identified as a novel *cas1* gene not associated to the CRISPR-Cas loci. 

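The ORF MM_3249 extends from position 3949057 to 3950274 on the minus strand of the *M. mazei* Gö1 chromosome, and MM_3250 lies upstream of it from 3950271 to 3951239 on the same strand. The coding regions overlap at their ends, so reads over the junction were divided between both genes. MM_3251 starts at 3951396 on the opposite strand and runs to 3952034. In the vector control MM_3249 had 69.0 and 70.8 counts and MM_3250 had 30.5 and 52.0, and in the OP MM_0565 strain MM_3249 had 416.3 and 693 counts and MM_3250 had 1482 and 1435.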

*MM_3249* is encoded in an operon together with *MM_3250*, for which no function was assigned. Both genes showed a significantly increased transcript level due to MM_0565 overproduction (see Table 1). This standalone *cas1* gene, was recently designated *cas1-solo*, and based on its genomic location and gene environment, it was characterized as part of a mobile genetic element, the so-called casposon [62]. This Cas1-solo and the CRISPR locus I-B-encoded Cas1 (*MM_0559*) protein in *M. mazei* share an amino acid identity of 26% (amino acid similarity 44%). 

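*cas1-solo* (MM_3249) rose 9.29-fold, from 23.0 ± 0.640 CPM (SD, n = 2) in the vector control to 214 ± 82.4 (n = 2) in the OP MM_0565 strain. The log2 fold change was 3.22 (standard error 0.30, adjusted p = 0.00195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both OP MM_0565 libraries lay above both vector control libraries. MM_3250 rose 41.6-fold, from 13.4 ± 4.47 to 560 ± 6.25 CPM, with a log2 fold change of 5.38 (standard error 0.23, adjusted p = 7.53e-06 from the same test). With sense and antisense counts added, MM_3250 was at 4.06. The *cas1-solo* gene passed both thresholds of Table 1 in every alternative, with log2 fold changes from 2.76 to 3.57, and its OP MM_0565 libraries differed more from each other than those of MM_3250.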

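Among the neighbours of *cas1-solo* and MM_3250, the divergent gene MM_3251 was also higher in the OP MM_0565 strain. Its level rose from 1.48 ± 0.303 to 14.7 ± 7.01 CPM (SD, n = 2 per strain), at 5 and 4 counts in the vector control libraries. This is a log2 fold change of 3.27 (standard error 0.53, adjusted p = 0.00807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without vector control replicate 1 (adjusted p = 0.0513) and without replicate 2 (adjusted p = 0.0713), and with DESeq2 and its prior the log2 fold change was 1.97. Of the 8 tested neighbours between MM_3244 and MM_3254, 2 were higher, 1 was lower and 5 did not pass (2 and 1 adjusted over the list alone). The other higher one was the transposase MM_3245, with a log2 fold change of 0.78 (adjusted p = 0.0284), whose copies share reads. The lower one was MM_3248 at -0.64 (adjusted p = 0.0489). MM_3245 no longer passed without vector control replicate 1 or 2 (adjusted p = 0.267 and 0.162) or scaled by library totals (adjusted p = 0.0522), and MM_3248 was lost without vector control replicate 1 or 2 (adjusted p = 0.249 and 0.328), without OP MM_0565 replicate 1 (0.0981), with DESeq2 (0.132) with DESeq2 size factors (0.0536), with no filter on low counts (0.0511) and, among settings added after the data were seen, without MM_2684 to MM_2693 (0.0503) and with DESeq2 on both orientations (0.341).

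**Figure D5:**
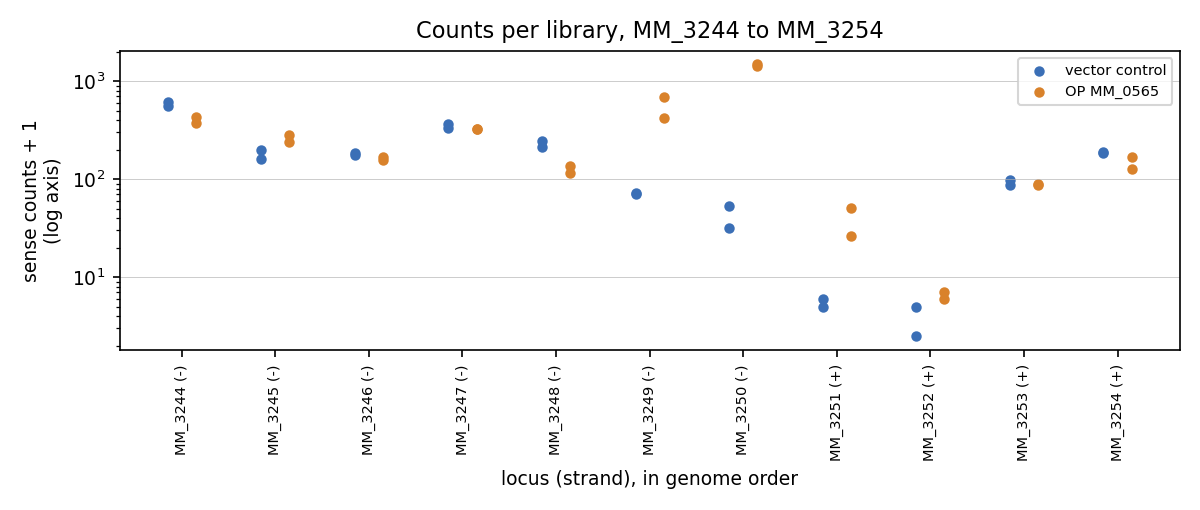
Sense counts plus 1 (log axis) for each locus from MM_3244 to MM_3254 in genome order. Each point is 1 library, blue for the vector control and orange for the OP MM_0565 strain. MM_3249, MM_3250 and MM_3251 show the widest gaps between the strains.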

The effect of MM_0565 overproduction on *cas1-solo* transcript level was verified by qRT-PCR analysis in comparison with CRISPR locus I-B-encoded *cas1* (MM_0559). This demonstrated that due to overproduction of MM_0565, the mRNA level of *cas1-solo* was enhanced about 36-fold (Figure 7). In agreement with previous findings, no significant changes in the transcriptional level for *cas1* were determined. To verify the direct upregulation of *cas1-solo* by MM_0565, we examined the binding of purified His_6_-MM_0565 to the promoter region of the corresponding operon (*MM_3249*-*MM_3250*) by MST (Figure 8). Specific binding of MM_0565 to the promoter region of the operon including *cas1-solo* was demonstrated with a calculated affinity of 1.6 ± 0.4 µM. This finding clearly provided evidence that MM_0565 is able to activate the transcription of the *cas1-solo* gene, whose promotor region is also characterized by a high AT-density in addition to the TATA-box (Figure 8).

## 4. Discussion

Tight regulation of CRISPR-Cas modules is often pronounced in different model organisms. In *E. coli*, for example, the histone-like structuring protein (H-NS) negatively regulates *cas* gene expression by inhibiting the transcription of the *cas* operon due to binding near the promotor region [63,64], another example is the lysine-responsive regulatory protein (LRP), a negative regulator of the *cas* operon in *Salmonella typhi* [65]. Due to an overall low activity of the CRISPR-Cas system in *M. mazei* Gö1 and repression of the CRISPR locus type I-B-encoded adaption module [25,27], we proposed a tight control of this system, the elucidation of which was the focus of this report, analyzing the CRISPR-associated DNA-binding protein MM_0565 and evaluating its potential effects on CRISPR-Cas regulation in *M. mazei*.

### 4.1. MM_0565, Structural Features and Its Link to CRISPR-Cas Systems

Based on its structural features, MM_0565 can be grouped into the superfamily of CRISPR-Cas-associated Rossmann-fold (CARF) domain proteins [50]. These proteins often occur in close proximity to CRISPR loci. In addition to their CARF domain, they contain various effector domains including different nucleases and/or regulatory domains such as winged HTH (wHTH), which was also shown for MM_0565 (Figure 2, and Makarova et al. [50]), highlighting the potential of CARF proteins to function as central regulators of CRISPR-Cas systems [4,6,61].

The broad versatility of CARF proteins can be illustrated by the two CRISPR-associated CARF proteins Csa3a from *S. solfataricus* and Csa3b which was described for different *Sulfolobus* strains. On the one hand, Csa3a, the closest structural homolog of MM_0565, has been demonstrated to function as a transcriptional activator of the expression of type I-A adaptation genes while simultaneously, it increases the expression of crRNA and genes which are involved in DNA repair mechanisms [66]. On the other hand, Csa3b acts as a transcriptional repressor of *cas* genes which are involved in the formation of the interference complex [24]. These different functions in either activation or repression of CRISPR-Cas systems reflect what was verified for the CARF protein MM_0565 in *M. mazei* in this study.

### 4.2. MM_0565 Has No Direct Effect on Type I-B cas Gene Transcription

Using a genetic approach, we demonstrated that MM_0565 affects a broad range of different genes, the product of which fulfill various cellular functions ranging from energy metabolism to DNA modification and membrane-associated processes (Supplementary Figure S4 and Table 1). This highlights that MM_0565 most likely has a broad repertoire of cellular targets and is involved in pathways exceeding the adaptive immunity of *M. mazei*. In general, MM_0565 appears to prefer AT-rich DNA sequences as binding sites, as demonstrated by analysis of the promotor regions of the genes upregulated by this protein (Supplementary Figure S4b). However, no distinct binding motif has been identified so far and we cannot exclude that several identified genes might be indirectly regulated by MM_0565 by effecting expression of other transcriptional regulators or masking of a regulatory effect by MM_0565 due to an already overall repressed CRISPR system.

The prominent role of MM_0565 in *M. mazei* was further substantiated by the failure to generate a MM_0565-deficient strain despite employing various strategies. This clearly points to an essential function of this protein in *M. mazei*.

*M. mazei* only possesses a low activity of the CRISPR-Cas systems which is in line with a very low to absent expression of the Cas proteins under steady-state conditions [27]. Similarly for *E. coli* and *Salmonella enterica* serovar Typhi, it was shown that the heat-stable nucleoid-structuring protein (H-NS) in parallel to its function as a global repressor also regulates *cas* genes’ expression in both organisms, resulting in low activities of the respective systems [63,65]. However, in *M. mazei,* a transcription regulatory function of MM_0565 on any of the *cas* genes of the associated type I-B CRISPR-Cas system under any conditions tested was not detectable using different approaches (Figure 7). Furthermore, MM_0565 did not influence expression of crRNAs (in a *M. mazei* MM_0565 overproduction mutant), as demonstrated by Northern Blot analysis. Intriguingly, expression of several *cas* genes and maturation or stability of crRNA is significantly induced by osmotic stress (500 mM NaCl) [25]. Under those conditions, *MM_0565* transcript levels were mildly downregulated but the corresponding protein was significantly stabilized and predominantly detected as a robust dimer (Figure 3), which most likely represents the physiologically active form of the protein and emphasizes the auto-regulatory function of MM_0565 (Figure 6). Even though recombinant MM_0565 appears to be stabilized by increasing sodium chloride or other compatible solutes concentrations (Figure 3c and Supplementary Figure S2), the concrete mechanism(s) of potential MM_0565 contribution to the salt-dependent effect on crRNAs and *cas* genes in vivo so far remain enigmatic and might be explained by the liberation of a so far uncharacterized allosteric effector that is able to bind to the CARF domain of MM_0565 to modulate its regulatory function and dimerization potential. Alternatively, MM_0565 might bind to the promoter of the type I-B CRISPR-Cas operon employing a so far enigmatic/unknown and rate-limiting co-factor or interaction partner that itself is regulated by the presence of sodium chloride in the culture medium. The existence of a low-abundant but essential co-factor might also explain the low influence of overexpression of MM_0565 on the expression of *cas* genes under standard conditions. Thus, no direct effects of MM_0565 on the transcription of type I-B *cas* genes or the crRNA was obtained, but due to stability effects during high salt conditions on the MM_0565 dimer, and especially the crRNAs, a link between the two cannot be ruled out. Lastly, it should be taken into account that in case MM_0565 acts as a negative regulator of *cas* genes in *M. mazei*, the effect of an overexpression on an already repressed system might be hard to validate.

### 4.3. MM_0565 Might Influence Activity of CRISPR-Based Immunity by Binding to the Leader

MM_0565 directly interacts with the conserved region of the leader DNA of both CRISPR-Cas systems in *M. mazei* Gö1, which was proven by MST analysis (Figure 5a). The conserved sequences are approximately 100 nt long DNA elements downstream of the CRISPR array promotor regions [25]. In general, leader sequences typically contain sequence motifs important for binding of the Cas1-Cas2-complex and other cellular factors which are important for the adaptation of new spacers into the CRISPR array [58,67]. Thus, binding to the leader regions of the CRISPR arrays represents an interesting mode of regulation of CRISPR-Cas-mediated immunity by MM_0565 and it appears likely that MM_0565 directly affects recruitment of the Cas1/Cas2 complex or might also modulate structural features of the leader sequences that have an impact on the integration of new spacers into the CRISPR array. This was demonstrated for the integration host factor (IHF) from *E. coli*. In addition to its genome-wide regulatory functions, IHF is involved in the adaptation of new spacers by binding to a conserved motif 60 bp upstream of the first repeat within the leader sequence. It therefore determines the appropriate integration site for new spacers at the leader-repeat-junction in the I-E CRISPR-Cas system [68] and minimizes the costs for an efficient immune answer by facilitating the contact for the Cas1-Cas2 integrase anchoring site [69,70]. This post-transcriptional function of IHF in the CRISPR-Cas system from *E. coli* and its otherwise more global role is reminiscent of the diverse cellular functions of MM_0565, discovered in our genetic approach, and also its putative post-transcriptional involvements in the function of the CRISPR-Cas system from *M. mazei*.

### 4.4. MM_565 Highlights the Position of Casposons as Ancesterors of CRISPR-Cas-Encoded Cas1 Proteins

As discussed above, MM_0565 does not appear to directly influence transcription of *cas* genes but rather impacts on the CRISPR-Cas systems by binding to the leader of the two CRISPR arrays. Interestingly, with respect to the MM_0565 overproduction in *M. mazei*, the transcriptional activation of a standalone *cas1* (*cas1-solo*) gene was observed during this study (Table 1) and was verified by MST analysis (Figure 8). *Cas1-solo* genes are part of a new family of self-synthesizing large DNA-transposons, the so-called casposons, which appear to rely on Cas1-solo for integration and excision and were proposed to be an ancestor of CRISPR adaptation modules [62]. Casposon mobility was shown for different *M. mazei* strains [71], supporting the hypothesis of casposons as a new group of mobile genetic elements. Stress-induced mobility is known for transposable elements (reviewed in [72]) and might explain the connection between the enhanced stability of the dimeric MM_0565 and the activation of the casposon-encoded Cas1-solo protein. Furthermore, the mechanism of spacer integration mediated by Cas1 proteins is very similar to the transposition reaction proposed for casposons, which was further supported by structural analysis of the *M. mazei* Cas1-solo by Hickman et al. [73]. There, it was highlighted that casposon end-binding by Cas1-solo resembles that of spacer 3′ overhangs during the adaptation phase. Thus, an evolutionary link between casposons and the CRISPR-Cas system seems very likely. The active site of the CRISPR locus-encoded Cas1 protein from *E. coli* was studied via site-directed mutagenesis and the corresponding crystal structures revealed four conserved residues [74], which are all conserved in the *M. mazei* Cas1-solo [62] and as well in the CRISPR locus-encoded Cas1 in *M. mazei,* suggesting a potential redundant catalytic activity. The evolutionary connection of casposon-encoded Cas1 proteins and those encoded in the CRISPR-Cas system is further highlighted in *M. mazei* by the interaction of MM_0565 with both the casposon-encoded *cas1-solo* gene and the leader region responsible for the integration of new spacers by the CRISPR-Cas system-encoded Cas1/Cas2 complex, unravelling common regulatory pathways for both genetic elements.

## 5. Conclusions

In conclusion, we showed that the CRISPR-associated protein MM_0565 has global regulatory function but might also influence the CRISPR-Cas system of the methanogenic archaeon *M. mazei* Gö1 on different levels. MM_0565 forms stable dimers under high salt conditions, creating a connection to a higher number of mature crRNAs under these conditions, where it might require a so far uncharacterized allosteric effector. Nevertheless, MM_0565 does not directly regulate the transcription of CRISPR locus I-B-encoded *cas* genes or the crRNA, but we propose that MM_0565 might supports the integration of new spacers into the CRISPR array through direct binding to a conserved sequence in the leader region. The activation of the casposon-encoded standalone *cas1* gene by MM_0565 led to the assumption that MM_0565 might be involved in regulating casposon mobility due to osmotic stress and highlights the evolutionary connection between casposons and CRISPR-Cas systems.

## Figures and Tables

**Figure 1:**
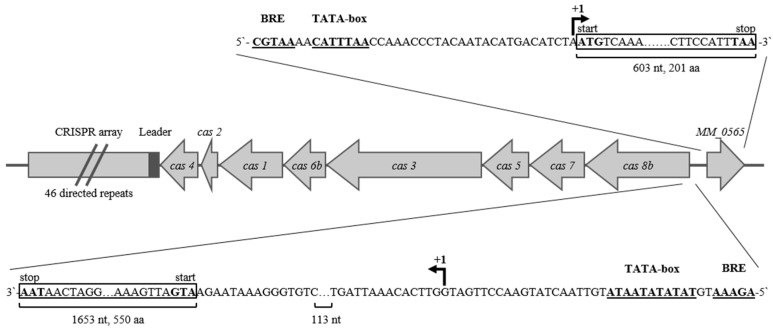
Localization and promoter region of the potential transcriptional regulator *MM_0565* and the Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR)-CRISPR-associated (Cas) system I-B in *M. mazei* Gö1. The respective open reading frame (ORF) numbers are indicated according to Deppenmeier et al. [28]. Gene names are based on the nomenclature of Makarova et al. [4] and Verstergaard et al. [22]. B recognition element (BRE) and TATA box are indicated as well as transcriptional start sides (+1). Abbreviations: nucleotides, nt; amino acids, aa.

**Figure 2:**
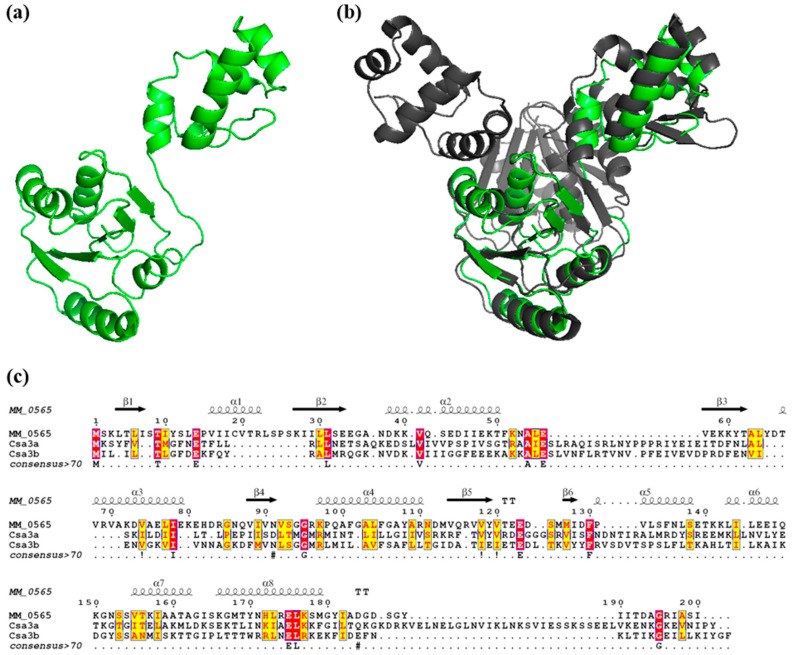
Structural model of the deoxyribonucleic acid (DNA)-binding protein MM_0565. (**a**) Structural model (Phyre2, Template: c2wteB, Confidence: 100, identity: 12%) of the DNA-binding protein MM_0565 of *M. mazei*. Depicted are the N-terminus with its Rossmann-like motif and the C-terminal winged helix-turn-helix domain. (**b**) Comparisons of the modeled structure of MM_0565 (green) with its nearest structural homolog the dimeric Csa3a (grey; PDB ID: 2WTE) from *S. solfataricus* [53]. (**c**) Structure-based alignment of MM_0565 with Cas3a and Cas3b from *S. solfataricus* P2 using Expresso [55]. The red boxes mark residues which are strictly conserved for all 3 sequences and the yellow boxes show amino acids which are conserved in 2 of the 3 sequences.

**Figure 3:**
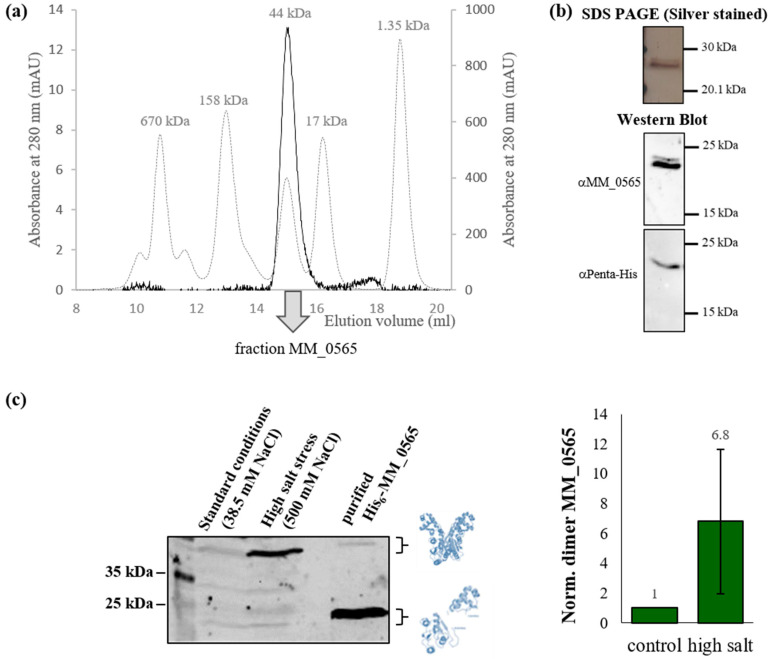
MM_0565 forms homodimers in solution. (**a**) Oligomerization of purified His_6_-MM_0565 was analyzed by size exclusion chromatography. For this purpose, His_6_-MM_0565 was separated in a mobile phase consisting of 50 mM TES buffer pH 7.6 and 300 mM KCl using an ENrich™ SEC 650 Column (BioRad Laboratories, Hercules, CA, USA), as described in Section 2. Black solid line: His_6_-MM_0565 (absorbance left y-axis), grey dotted line: Gel Filtration Standard from BioRad Laboratories (Hercules, CA, USA; absorbance right y-axis). (**b**) The fraction containing the main peak was analyzed by SDS PAGE analysis. The protein was detected by silver staining and immuno-blotting using antibodies raised against MM_0565 (αMM_0565) or the His-tag (αPenta-His). (**c**) MM_0565 protein levels of *M. mazei* cultivated under standard culture conditions (38.5 mM NaCl) or in media supplemented with 500 mM NaCl were analyzed by Western blot analysis using polyclonal antibodies directed against MM_0565 (depicted is one of four biological replicates). Band intensities were quantified densitometrically and normalized to the MM_0565 (dimer) levels occurring under standard growth conditions.

**Figure 4:**
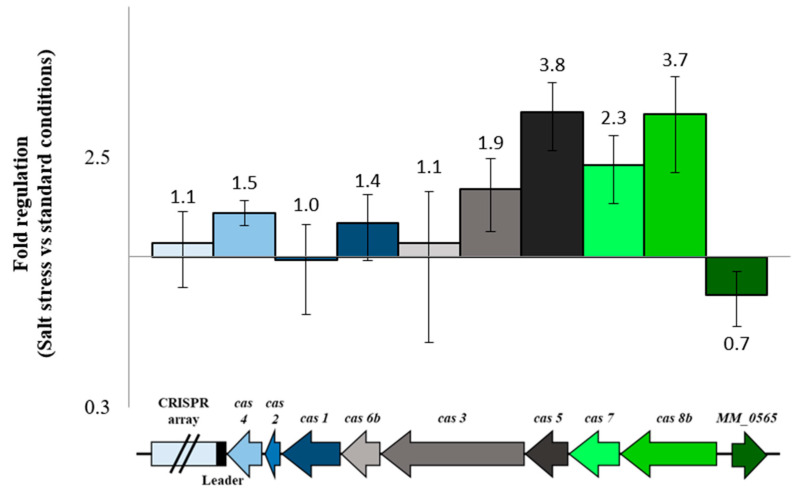
Regulation of subtype I-B CRISPR locus and MM_0565 under high salt conditions. *M. mazei* was cultivated under standard culture conditions (38.5 mM NaCl) or in media supplemented with 500 mM NaCl. mRNA levels of different CRISPR genes were analyzed by qRT-PCR in 3 biological replicates, as described in Section 2.

**Figure 5:**
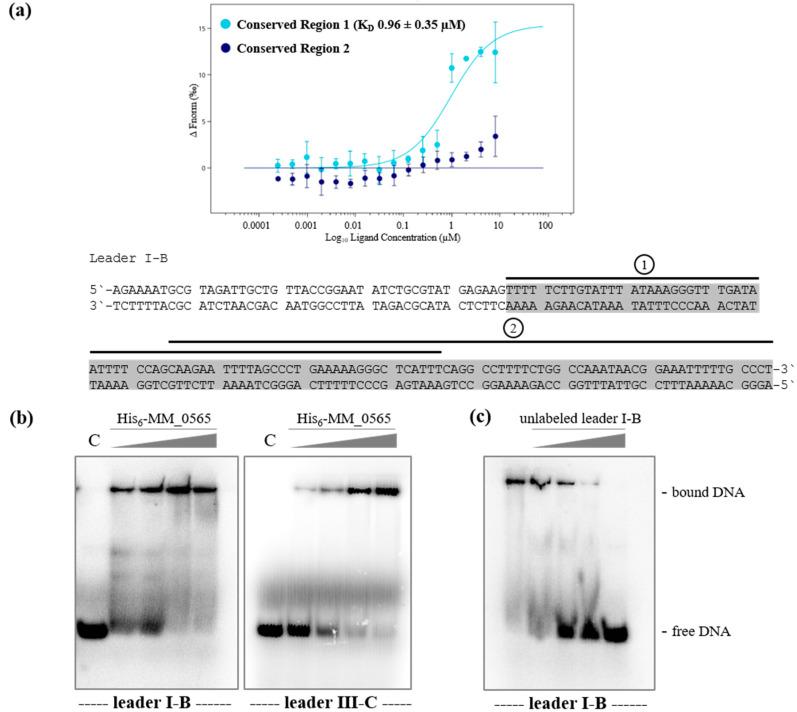
Binding of His_6_-MM_0565 to the conserved part of the leader regions in *M. mazei*. (**a**) Interaction between the fluorescently labeled protein His_6_-MM_0565 and two 70 nt long fragments of the conserved part of the leader from both CRISPR-Cas systems (5′ fragment, region 1; 3′ fragment, region 2). The interactions were evaluated and measured using the Monolith NT.115 from NanoTemper and *K*_D_-values were calculated of at least four independent replicates using the corresponding MO. Affinity Analysis Software (see Section 2). The grey box shows the conserved part of the leader of the two systems from *M. mazei*. The respectively tested dsDNA fragments are marked with a black line. (**b**) Binding assays with leader DNA from both CRISPR loci using decreasing concentrations of purified His_6_-MM_0565 (0.7–4 μM) and equal amounts of 5′-radioactively labeled leader DNA resulted in shift formation. The separation of samples was performed in native polyacrylamide gels (8%). Bands were visualized by phosphor-imaging. (**c**) Competition assay with 4 µM His_6_-MM_0565, constant amounts of 5′-radioactively labeled leader I-B DNA and increasing concentrations of unlabeled leader I-B DNA (8–120 ng), demonstrating specific binding of MM_0565.

**Figure 6:**
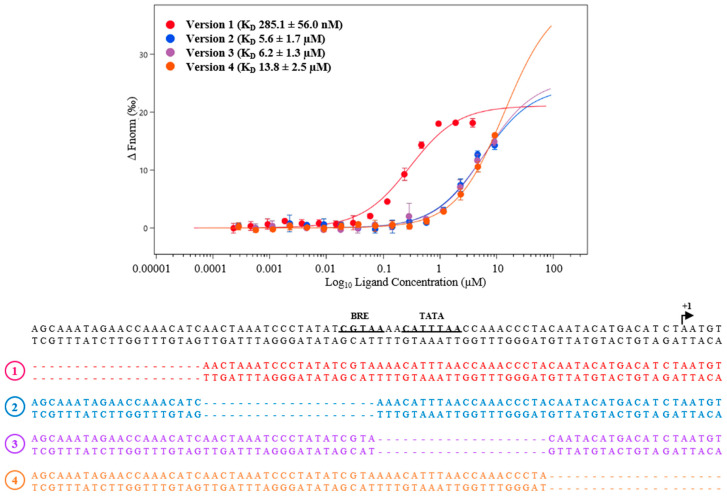
Specific binding of His_6_-MM_0565 to its promoter. Interaction between the fluorescently labeled protein His_6_-MM_0565 (25 nM) and the promoter regions of the gene MM_0565 (wild type (wt) (version 1) and derivatives (version 2–4)) was analyzed by microscale thermophoresis (MST). The diagram shows the binding curve of four different versions of the promoter region of MM_0565, each lacking different 20 nt fragments. All interactions were measured using the Monolith NT.115 from NanoTemper and *K*_D_-values were calculated of at least three independent biological replicates using the corresponding MO. Affinity Analysis Software (see Section 2).

**Figure 7:**
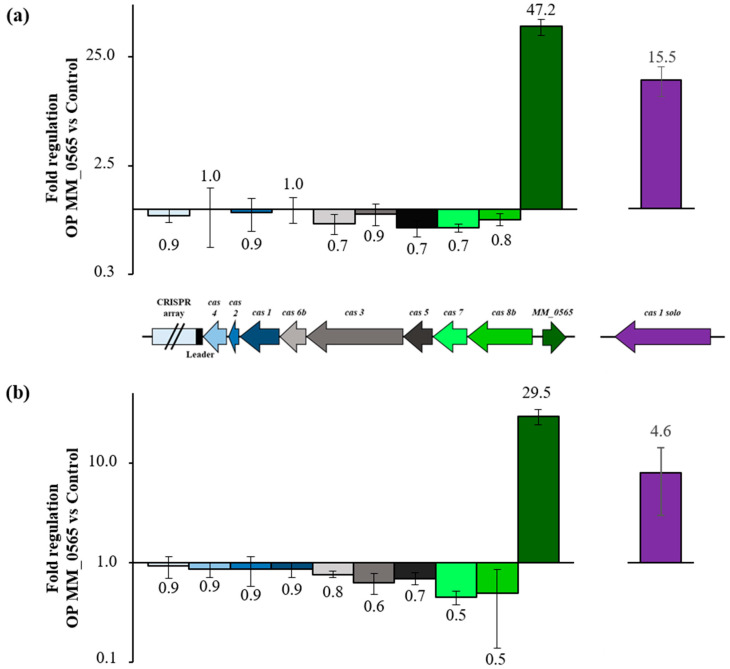
Effect of MM_0565 overproduction in *M. mazei*. Regulation of *M. mazei* type I-B CRISPR locus genes and *MM_0565* in the overproduction mutant of MM_0565 (**a**) under standard growth conditions and (**b**) under high salt stress (500 mM NaCl). (**b**) mRNA levels of different CRISPR genes were analyzed by qRT-PCR in three biological replicates (for details see Section 2).

**Figure 8:**
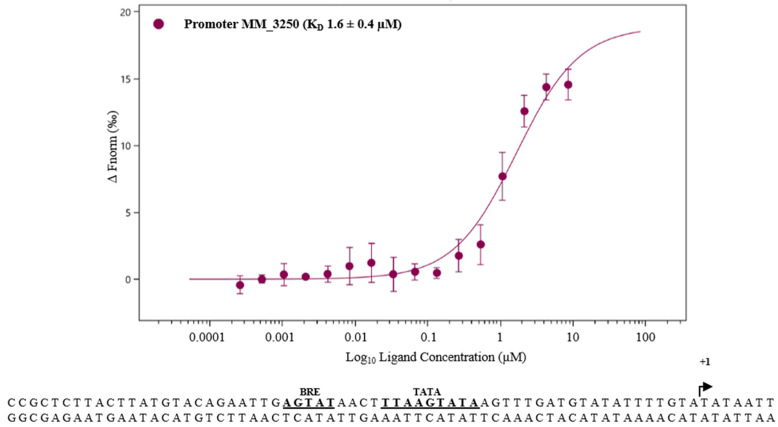
Interaction between His_6_-MM_0565 and the promoter of *MM_3250*, demonstrated by MST. Interaction between the fluorescently labeled protein His_6_-MM_0565 (25 nM) and the promoter region of the gene *MM_3250* was analyzed using the Monolith NT.115 from NanoTemper. The *K*_D_-values were calculated of at least three independent replicates using the corresponding MO.Affinity Analysis Software (see Section 2).

**Table 1:** Differentially transcribed genes identified by RNA-seq of *M. mazei* overproducing MM_0565 in comparison with *M. mazei* containing the respective empty vector pWM321 (vector control). Significantly regulated genes were defined as genes with a log2 fold change ≥ 1.5 and a *p* value adjusted (Padj) ≤ 0.05 using the Deseq2 tool, as described in Section 2. The operon encoding Cas1 solo (*MM_3249*) is highlighted in bold.

	ORF	Gene/Protein	log2 Fold Change	Padj
**Upregulated**				
**Energy metabolism**	MM_1439	Methylcobalamin:coenzyme M methyltransferase MtbA2	1.51	5.69 × 10^−9^
	MM_1438	Monomethylamine corrinoid protein MtmC1	1.55	5.69 × 10^−9^
	MM_1437	Monomethylamine:corrinoid methyltransferase MtmB1	1.86	3.54 × 10^−8^
	MM_1436	Monomethylamine:corrinoid methyltransferase MtmB1 (C-terminal domain)	2.26	2.26 × 10^−13^
	MM_1435	Monomethylamine permease MtmP	2.17	1.05 × 10^−13^
	MM_1434	Monomethylamine permease MtmP (C-terminal domain)	2.27	5.36 × 10^−12^
	MM_1433	Efflux RND transporter permease subunit	2.47	1.72 × 10^−16^
	MM_1694	Dimethylamine:corrinoid methyltransferase MtbB1 (C-terminal domain)	1.54	1.76 × 10^−5^
	MM_1693	Dimethylamine:corrinoid methyltransferase MtbB1	2.00	8.15 × 10^−10^
	MM_0388	Heterodisulfate reductase, subunit HdrC	1.54	2.05 × 10^−9^
	MM_0389	Heterodisulfate reductase, subunit HdrB	1.56	5.50 × 10^−10^
	MM_0753	7-cyano-7-deazaguanine synthase queC	1.56	1.23 × 10^−5^
	MM_1055	Trimethylamine corrionid protein	1.78	0.0005
	MM_2084	CO dehydrogenase/acetyl-CoA synthase, gamma subunit	1.83	7.47 × 10^−12^
	MM_3334	Monomethylamine corrinoid protein MtmC2	1.83	3.26 × 10^−10^
	MM_3335	Monomethylamine:corrinoid methyltransferase MtmB2	2.08	1.44 × 10^−11^
	MM_0465	Cobalamin biosynthesis protein CbiM	1.95	5.94 × 10^−15^
	MM_0337	Tryptophan synthase, beta chain	2.25	2.01 × 10^−20^
	MM_1738	Heme biosynthesis protein	2.25	2.39 × 10^−9^
	MM_1737	Heme biosynthesis protein	3.25	8.66 × 10^−25^
	MM_1733	Metalloproteinase	3.04	1.18 × 10^−8^
	MM_1734	Conserved protein	3.37	1.43 × 10^−14^
	MM_2692	NAD(P)/FAD-dependent oxidoreductase	6.91	2.13 × 10^−66^
**Membrane associated**	MM_1800	queuosine precursor transporter	1.70	3.81 × 10^−5^
	MM_1799	Conserved protein	1.77	8.73 × 10^−9^
	MM_0464	Cobalt transport protein CbiN	2.24	5.21 × 10^−19^
	MM_1362	ABC transporter, periplasmic binding protein	2.43	2.22 × 10^−24^
**Transposons**	MM_0766	Transposase	2.51	3.16 × 10^−22^
	MM_2686	Transposase	2.71	2.25 × 10^−6^
	**MM_3249**	**Cas1-solo**	**3.04**	**1.96 × 10^−24^**
	**MM_3250**	**Hypothetical protein**	**5.09**	**2.33 × 10^−81^**
**Others**	MM_2688	radical SAM protein	4.42	4.20 × 10^−22^
	MM_2693	archaeosine biosynthesis radical SAM protein RaSEA	8.65	1.02 × 10^−12^
**Unknown function**	MM_1613	Conserved protein (DUF111 family protein)	1.53	0.004
	MM_1731	Conserved protein	2.17	2.09 × 10^−8^
	MM_2118	PEF-CTERM sorting domain-containing protein	2.20	3.37 × 10^−17^
	MM_3251	Hypothetical protein	2.28	2.94 × 10^−5^
	MM_1612	Conserved protein	2.40	7.11 × 10^−10^
	MM_2687	Hypothetical protein	4.40	6.85 × 10^−21^
	MM_2691	Hypothetical protein	6.49	6.84 × 10^−56^
**Downregulated**				
**Energy metabolism**	MM_3043	Coenzyme F420 hydrogenase	−1.56	3.00 × 10^−9^
	MM_3042	Coenzyme F420 hydrogenase	−1.68	1.34 × 10^−11^
	MM_2005	Phosphate-binding protein	−1.90	2.67 × 10^−7^
	MM_0977	F420-dependent NADP reductase	−1.98	9.62 × 10^−9^
**Membrane associated**	MM_2576	Ferrous iron transport protein B	−1.58	1.30 × 10^−5^
	MM_1909	Glutathione-regulated potassium-efflux system protein	−5.21	5.30 × 10^−84^
**Transposons**	MM_2590	Transposase	−2.34	1.63 × 10^−8^
	MM_2699	Transposase	−3.16	2.80 × 10^−12^
**Transport**	MM_0077	Metallophosphoesterase	−1.80	1.48 × 10^−10^
**Unknown function**	MM_2575	Hypothetical protein	−1.53	0.006
	MM_2602	Hypothetical protein	−1.59	1.50 × 10^−5^
	MM_0978	Hypothetical protein	−1.64	2.16 × 10^−5^
	MM_1865	Conserved protein	−1.66	8.15 × 10^−10^
	MM_3369	Hypothetical protein	−1.99	0.0004
	MM_1864	Conserved protein	−4.35	5.37 × 10^−77^

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/10/8/1161/s1, Table S1: Strains and plasmids, Table S2: Primer pairs used for cloning and RT-PCR, Figure S1: Purification of His_6_-MM_0565, Figure S2: Stabilization of His_6_-MM_0565 in buffers with higher salt concentrations, Figure S3: Interaction analysis between purified His_6_-MM_0565 and the promoter region of the *cas I-B* operon (*cas8b*) by microscale thermophoresis (MST), Figure S4: Impact of the overproduction mutant of MM_0565 in *M. mazei* Gö1.

How the deposited data were processed for this re-analysis (not part of the article)

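RNA of *M. mazei* Gö1 with the empty vector pWM321 (vector control) and with additional MM_0565 (OP MM_0565) was sequenced, with 2 libraries per strain that the paper describes as biological replicates. The labels and the paper name the strains alike and differ on RNA isolation and library preparation, as given with the experiment. The authors trimmed reads to a Phred score of 20 with the FASTX toolkit, removed poly(A) tails, dropped reads shorter than 12 nt and mapped the rest to the chromosome of strain Gö1 with segemehl 0.2.0. The authors then made estimated counts per locus and orientation with READemption 0.3.5, in which a read with several alignments or several overlapping genes is divided. These counts are not normalized. They cover 3434 loci, of which 3368 are protein-coding, 57 are tRNA and 9 are rRNA genes, once for sense and once for antisense reads.

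The deposited table also holds the result of the authors' comparison, made with DESeq2 1.6.3 according to the paper and the submitters' processing notes. Its mean signal per locus (baseMean) is a count divided by size factors, its deposited log2 values with their standard errors are vector control over OP MM_0565 and so have the opposite sign of Table 1, and its deposited score is the Wald statistic. The deposited p-values and adjusted p-values come from a fit of sense and antisense loci together. After the change of sign, all 55 fold changes of Table 1 equal the deposited ones to 2 decimals.

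For the present values, sense counts were rounded to whole numbers and loci with at least 10 counts in at least 2 libraries were tested, 3350 in all. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with robust dispersion, TMM scaling and Benjamini-Hochberg adjustment. Calls used the thresholds of Table 1, a log2 fold change of at least 1.5 and an adjusted p of at most 0.05, and also the adjusted p alone. CPM values are counts relative to the TMM-scaled library sizes. Standard errors and 95% intervals were derived from the quasi-likelihood F statistic. Antisense counts were tested in the same way at 2494 loci, scaled by the sense libraries. Fold changes against 0 to 3 counts are given as a bound against a floor of 3 counts over the group or as a ratio with an exact binomial interval.

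Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with an estimated correlation, and with fry, for the 26 lists with at least 3 tested members, adjusted over the lists. Gene names and functions come from the deposited annotation, Table 1 and Figure 1. The runs of called loci were compared with 10000 random draws of tested loci. The tests were checked on simulated counts drawn from these libraries with 50 loci changed per fold size. Recovery meant an adjusted p of at most 0.05 in the right direction, without the fold threshold. The variation was that typical of each count level, without the spread of single loci around it, so recovery may be overstated. For sense counts, 64%, 94%, 96% and 100% of loci changed by 1, 1.5, 2 and 3 on the log2 scale were recovered with 6 false calls, and for antisense counts 50%, 86%, 82% and 98%, also with 6 false calls.

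Libraries of 1 strain differed by more than sampling noise, with a chi-square per degree of freedom of 22.1 in the vector control and 45.5 in the OP MM_0565 strain, and none was counted as a repeat of another. The correlation of log2 CPM was 0.990 between the vector control libraries and 0.979 between the OP MM_0565 libraries, across genes, which are not independent replicates.

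The samples, tests, gene lists and 13 alternatives were set before the data were examined. The alternatives were DESeq2 size factors, library totals, DESeq2 1.42.0 with and without its fold-shrinking prior, no filter, a filter of 50 counts, protein-coding loci only, sense and antisense counts added, the replicate number as a block, and each of the 4 libraries left out. With 1 library left in a strain, that library is assumed to vary like those of the other strain. A call lost without a vector control library can therefore reflect the wider spread of the OP MM_0565 libraries rather than the library left out. Further settings were added after the data were seen and are named as such. The genes named were those of Table 1 and of the text, the 15 largest increases and 15 largest decreases past the thresholds with separate libraries, up to 4 called members of each list (or 2 of the highest counts where none was called), loci within 5 of MM_3249 and MM_0565, and loci in runs of called loci. The values in Table 1 had been seen. Genes outside this rule are named as chosen after their values were seen. The sequence upstream of the genes was not analysed here. Antisense loci were tested on their own only in the closing observations. The text also gives antisense counts around MM_2684 to MM_2693 and fits that include antisense counts. Gene tables of another strain were not used here.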

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

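The tests of the chromosome segment and of the split between higher and lower loci, and the other settings for antisense counts, were chosen after those results were seen, and the comparison of antisense counts was not among the tests set beforehand.

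Apart from the transposase copies MM_2689 and MM_2690, the loci from MM_2684 to MM_2693 had almost no counts in the vector control on either strand, and their antisense counts, 281.5 and 423.5 in the OP MM_0565 libraries, are not part of the paper. A segment missing from the genome of the vector control culture predicts that antisense counts vanish together with sense counts, and those of the vector control were 0.253% of the OP MM_0565 level, but this absence was part of what drew attention to the segment and so tests nothing. Activation by MM_0565 is the biological explanation. At 32 higher loci, those outside the segment and apart from MM_0565, the antisense counts of the vector control were a median of 124% of the OP MM_0565 level. Increases elsewhere thus left them in place. Over all 2494 tested antisense loci the median log2 fold change was -0.33, so antisense counts were generally higher in the vector control. The 124% need therefore not be particular to the higher loci. Without DNA reads the 2 explanations cannot be told apart. Without MM_2684 to MM_2693, 33 loci were higher and 22 lower at the thresholds of Table 1.

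Antisense counts, which the paper does not report, were lower in the OP MM_0565 strain at 287 loci and higher at 17 at the thresholds of Table 1 (edgeR's quasi-likelihood test), at 178 and 21 without vector control replicate 2, at 183 and 30 under their own TMM scaling, and at 82 and 14 with DESeq2 and its prior on both orientations. Sense counts counted on the wrong strand would add a fixed share of the sense count at every locus, yet the 5th percentile of that share over 300 abundant loci was at most 0.0421%, against an excess of 1.20% and 1.83% in the vector control libraries, which argues against this. A lower neighbour on the opposite strand was present at 2.79% of lower antisense loci and at 3.13% of other antisense loci. Run-on from neighbours called lower can thus account for few of these loci. As only 169 of 3350 loci were called lower, a low share was likely in advance. Run-on that changes at an unchanged level of the neighbour was not tested. Genomic DNA in the vector control libraries remains open and cannot be told apart from a biological difference, since the 10th percentile of antisense counts per kb was 5.26 and 6.04 in the vector control, and 2.00 and 2.60 in the OP MM_0565 strain, against an excess of 5.45 and 8.44. An effect of MM_0565 on antisense transcription was not tested otherwise.

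More loci were higher than lower in the OP MM_0565 strain, 63.9% at the thresholds of Table 1 and 53.7% at an adjusted p of at most 0.05 alone. The deposited comparison scaled sense and antisense loci together, and since antisense counts were mostly lower, this could raise the sense fold changes. With DESeq2 and its prior, including the antisense loci raised the share of higher calls at the adjusted p alone by 12.5 percentage points, from 62.9% to 75.4%, a comparison chosen from these same results. At the thresholds of Table 1 the share without antisense loci was 67.3% of 49 calls (95% exact binomial interval 52.5% to 80.1%, too narrow because 32 of these calls lie in runs and are not independent), and with library totals it was 52.2%, and 29.0% at the adjusted p alone. Scaling and activation by MM_0565 therefore cannot be told apart, since these results prompted the tests, the calls at the thresholds are few and no spike-in was used here to fix the scale.

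Opposite MM_2033, a stomatin-like protein chosen after its value was seen, antisense counts fell, with 1906 and 2717 antisense counts in the vector control and 20 and 27 in the OP MM_0565 strain. Its antisense log2 fold change was -6.38 (adjusted p = 6.66e-26 from edgeR's quasi-likelihood test), and its sense log2 fold change was -0.20 (adjusted p = 0.469). At the thresholds of Table 1, 12 loci passed that Table 1 does not list, 3 of them higher and 9 lower.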

How the results depend on the processing

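All 55 genes of Table 1 kept their direction in the fit reported, and the counts at the thresholds of Table 1 stayed within 1.5 times of 39 higher and 22 lower in every alternative, from 32 to 53 higher and from 15 to 32 lower. The increases of MM_0565, *cas1-solo* and MM_3250 passed in every alternative, with log2 fold changes from 4.57 to 4.88, from 2.76 to 3.57 and from 4.06 to 5.77. Without a fold threshold the counts changed with the scaling, the tool and the libraries used: 130 higher and 318 lower with library totals, 128 lower with DESeq2 and its prior on sense counts, and 84 and 86 lower with DESeq2 with its prior on sense and antisense counts together and with the deposited p-values over the tested loci, both chosen after the data were seen. Leaving out each library gave 39 to 321 higher and 38 to 247 lower. The replicate number as a block called 444 higher and 377 lower and 19 methylamine genes, but the pairing rests only on shared numbers (correlation of deviations 0.350) and its counts at the thresholds of Table 1 stayed within 1.5 times. Of the type I-B *cas* genes 0 were called in both settings chosen after the data were seen, and 0 to 1 with each library left out. Methylamine genes called higher were 18 in both of those settings and 4 to 11 with each library left out. Antisense loci were 30 higher and 183 lower under their own TMM scaling, 82 lower with DESeq2 on both orientations, and 178 to 362 lower with each library left out. Of the gene lists 5 passed with camera, 0 with an estimated correlation (lowest adjusted p 0.740, 0 at an unadjusted p under 0.05) and 2 with fry. At the adjusted p alone 163 called loci lay in runs, of 365. With 1 library left in a strain the spread came from the other strain, which can change the counts by itself. The cause of these changes was not otherwise tested.

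Reversed signs concerned genes that were not called. With library totals MM_0558 was at -0.059 and MM_0562 at -0.040, and with sense and antisense counts added MM_0558 was at -0.079. MM_0563 was at 0.0089 with DESeq2 size factors, at 0.010 with the DESeq2 Wald test and at 0.0090 with its prior. In DESeq2 on both orientations and in the deposited values, MM_0560 was at 0.018, MM_0563 at 0.12 and the qRT-PCR control MM_1215 at 0.073. With each library left out, MM_0558 ran from -0.092 to 0.25, MM_0559 from -0.15 to 0.60, MM_0562 from -0.0021 to 0.24 and MM_1215 from -0.15 to 0.020, and the MM_0563 log2 fold change from -0.035 to 0.013. The cause was not tested. The AT content upstream of called genes was not run, since no genome was used here. With 2 libraries per strain the simulated recovery of 64% for changes by 1 on the log2 scale limits what smaller changes can be seen.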

Differences from the paper's values

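The paper's counts of 55 differentially transcribed genes, 40 increased and 15 reduced, stand beside 61, 39 and 22 here at the same numeric thresholds. These were applied to unlike fold changes, those of edgeR on sense counts here and those of DESeq2 on sense and antisense loci together in the paper. The counts are therefore not directly comparable. Of the 55 fold changes of Table 1, 39 lie within the error of the values here and 16 do not, and all 16 are farther from 0 here. All 16 fall within the error in DESeq2 with its prior on sense and antisense loci together, the authors' own analysis run again and chosen after the values were seen, which drops 0 of the paper's 55 called genes. The authors' deposited table holds the values of Table 1 themselves and so tests nothing.

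For genes with 0 to 3 counts in the vector control, the paper's log2 fold changes are 3.04 for MM_1733, 4.40 for MM_2687, 4.42 for MM_2688 and 8.65 for MM_2693, and the ratios here are 5.51, 7.82, 6.99 and 12.76 on the log2 scale. The paper's values for MM_2686, MM_2691 and MM_2692 are 2.71, 6.49 and 6.91, and the lower bounds here are 4.23, 8.52 and 8.98. Among the alternatives set before the data were examined, DESeq2 with its prior brings MM_1733 within the error (2.65), and none does so for the other 6.

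MM_3251 is at 2.28 in the paper and 3.27 here, and falls within the error with DESeq2 and its prior (1.97), with sense and antisense counts added (2.88) and without OP MM_0565 replicate 2 (2.69). For the reduced genes, the paper's values are -1.56 for MM_3043, -1.90 for MM_2005, -5.21 for MM_1909, -2.34 for MM_2590, -3.16 for MM_2699, -1.53 for MM_2575, -1.66 for MM_1865 and -4.35 for MM_1864, against -1.80, -2.31, -5.79, -2.94, -4.33, -2.14, -1.92 and -4.75 here. DESeq2 with its prior brings all 8 within the error, at -1.66, -1.96, -5.16, -2.33, -3.05, -1.54, -1.76 and -4.42. So do, for MM_3043, leaving out vector control replicate 2 or OP MM_0565 replicate 2, for MM_2005, adding sense and antisense counts or leaving out OP MM_0565 replicate 2, and for MM_1909, leaving out vector control replicate 1 or OP MM_0565 replicate 1. MM_2590 is also within the error without OP MM_0565 replicate 1, and MM_1865 with DESeq2 size factors, with the DESeq2 Wald test, without vector control replicate 1 and without OP MM_0565 replicate 2. The other alternatives leave these genes outside.

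By qRT-PCR the paper gives about 36-fold for *cas1-solo*, and the RNA-seq fold here is 9.29, a different assay. No alternative reaches the paper's value, the highest being 11.8 without OP MM_0565 replicate 1.

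The 6 genes of Table 1 that did not pass here pass in other settings, among them all 6 in DESeq2 with its prior on sense and antisense loci together, chosen after the values were seen. Of the alternatives set before, the DESeq2 Wald test calls MM_1439, MM_0388, MM_1694, MM_1055 and MM_0977, DESeq2 with its prior calls MM_0977, DESeq2 size factors call MM_0388, protein-coding loci only and the replicate block call MM_1694, and added sense and antisense counts call MM_0388 and MM_0977. Leaving out vector control replicate 1 calls MM_1694 and leaving out vector control replicate 2 calls MM_0388. Without OP MM_0565 replicate 1, MM_1439 and MM_0977 are called, and without OP MM_0565 replicate 2 MM_0388, MM_1694, MM_1055, MM_0977 and MM_0978.

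The paper states that the RNA-seq showed no change of *cas* genes. It also reports qRT-PCR without a significant change and no detectable binding of MM_0565 to the *cas8b* promoter. Here *cas8b* (MM_0564) is called lower at the adjusted p alone, at -0.86 (adjusted p = 0.0166 from edgeR's quasi-likelihood test), and 7 of the 8 *cas* genes are not called. None reaches the fold threshold of Table 1, and the call of *cas8b* is lost in the deposited values over the tested loci (adjusted p = 0.118), with DESeq2 with its prior on both orientations (0.125) and without vector control replicate 1 (0.174) or replicate 2 (0.163). The range over the alternatives is 0.00145 to 0.174. For MM_2693 the adjusted p in the authors' deposited table is 1.02e-124, and Table 1 prints the same leading digits with the last digit of the exponent missing. The authors' deposited table has 56 sense loci past the thresholds of Table 1, and the 1 that Table 1 leaves out is MM_0565.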

Other observations

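Of 7 heme biosynthesis genes 3 were higher in the OP MM_0565 strain and 0 lower (3 and 1 adjusted over the list alone, 3 and 1 at an unadjusted p under 0.05, and 3 and 0 with DESeq2), with an adjusted p of 5.23e-04 in camera with a preset correlation and an adjusted p of 0.740 with an estimated correlation. MM_1738, annotated as nirD, had 8.79 ± 3.29 CPM (SD, n = 2) in the vector control and 48.8 ± 1.11 (n = 2) in the OP MM_0565 strain, a log2 fold change of 2.46 (adjusted p = 0.00157 from edgeR's quasi-likelihood test). MM_1728, annotated as nirH, was at 0.79 (adjusted p = 0.0175), and missed 0.05 without vector control replicate 1 or 2 (adjusted p = 0.217 and 0.167). This list and the next were also written after Table 1, which holds some of their members, had been read, and their set tests are no independent evidence. In the same region as MM_1738, MM_1734 was at 4.24 (adjusted p = 0.00154), 3.56 without vector control replicate 1, 5.70 without replicate 2 and 3.04 with DESeq2 and its prior, and the metalloproteinase MM_1733 was 45.6-fold higher on 2 counts in the vector control, all in replicate 2 (95% exact binomial interval 12.2 to 383). MM_1733 is the 1 locus outside MM_2684 to MM_2693 that had at most 3 counts on both strands together in the vector control and at least 20 in the OP MM_0565 strain, and 0 loci showed the opposite.

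Of the next list, 7 phosphate transport genes, 3 were lower and 0 higher (5 and 0 adjusted over the list alone, 5 and 0 at an unadjusted p under 0.05, 2 and 0 with DESeq2), with an adjusted p of 7.24e-04 in camera with a preset correlation and an adjusted p of 0.740 with an estimated correlation. The phosphate-binding protein MM_0578 (pstS) fell 2.56-fold, from 61.0 ± 1.71 to 23.8 ± 1.36 CPM (log2 fold change -1.36, adjusted p = 0.00301 from edgeR's quasi-likelihood test). The permease MM_2006 (pstC) was at -1.18 (adjusted p = 0.0343), and lost its call without vector control replicate 1 or 2 (adjusted p = 0.247 and 0.142), without OP MM_0565 replicate 1 (0.0594), with DESeq2 (0.0856, and 0.0831 with its prior), with sense and antisense counts added (0.0620) and, in a setting added after the data were seen, with DESeq2 on both orientations (0.208). Of 6 genes of methanol metabolism and of 12 F420H2 dehydrogenase genes 0 were called, also at an unadjusted p under 0.05 and with DESeq2. The F420H2 dehydrogenase genes had log2 fold changes from 0.095 to 0.90.

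Called loci lay next to each other more often than random ones. Of the 61 loci past the thresholds of Table 1, 39 had a neighbour on the same strand called in the same direction, against a mean of 1.13 and a maximum of 11 in 10000 random draws (permutation p = 0.0001, the smallest these draws can give), and 32 of 49 did with DESeq2 and its prior. The qRT-PCR control genes of the paper, MM_1215, MM_1621 and MM_2181, had log2 fold changes of -0.06, -0.34 and -0.32 and were not called by edgeR or DESeq2, nor at an unadjusted p under 0.05.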
